# Bleomycin Induces Molecular Changes Directly Relevant to Idiopathic Pulmonary Fibrosis: A Model for “Active” Disease

**DOI:** 10.1371/journal.pone.0059348

**Published:** 2013-04-02

**Authors:** Ruoqi Peng, Sriram Sridhar, Gaurav Tyagi, Jonathan E. Phillips, Rosario Garrido, Paul Harris, Lisa Burns, Lorena Renteria, John Woods, Leena Chen, John Allard, Palanikumar Ravindran, Hans Bitter, Zhenmin Liang, Cory M. Hogaboam, Chris Kitson, David C. Budd, Jay S. Fine, Carla MT. Bauer, Christopher S. Stevenson

## Abstract

The preclinical model of bleomycin-induced lung fibrosis, used to investigate mechanisms related to idiopathic pulmonary fibrosis (IPF), has incorrectly predicted efficacy for several candidate compounds suggesting that it may be of limited value. As an attempt to improve the predictive nature of this model, integrative bioinformatic approaches were used to compare molecular alterations in the lungs of bleomycin-treated mice and patients with IPF. Using gene set enrichment analysis we show for the first time that genes differentially expressed during the fibrotic phase of the single challenge bleomycin model were significantly enriched in the expression profiles of IPF patients. The genes that contributed most to the enrichment were largely involved in mitosis, growth factor, and matrix signaling. Interestingly, these same mitotic processes were increased in the expression profiles of fibroblasts isolated from rapidly progressing, but not slowly progressing, IPF patients relative to control subjects. The data also indicated that TGFβ was not the sole mediator responsible for the changes observed in this model since the ALK-5 inhibitor SB525334 effectively attenuated some but not all of the fibrosis associated with this model. Although some would suggest that repetitive bleomycin injuries may more effectively model IPF-like changes, our data do not support this conclusion. Together, these data highlight that a single bleomycin instillation effectively replicates several of the specific pathogenic molecular changes associated with IPF, and may be best used as a model for patients with active disease.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a devastating disease characterized by excessive matrix deposition that disrupts the normal architecture of the lung parenchyma. The key pathological features of IPF include fibroblastic foci that are highly synthetic, areas of epithelial cysts associated with the honeycombing appearance of the lung, and mild lymphoplasmacytic interstitial inflammation that is associated with areas of type II cell hyperplasia [1]. Unfortunately current therapies have not substantially impacted disease progression and most patients succumb to respiratory failure with a median survival of approximately 2 to 4 years after diagnosis [2].

The lack of effective therapies is arguably due to an incomplete understanding of the molecular mechanisms driving the disease and the failure of preclinical experimental models to correctly predict the clinical efficacy of several molecules [3]. The bleomycin model is the most commonly used *in vivo* system for investigating candidate therapies. Its failure as a prognostic tool may be ascribed to the fact that the model has not been well characterized in terms of identifying the clinically relevant molecular changes and when they occur. Bleomycin is well understood to induce lung injury that results in an acute inflammatory response that is unlikely to reflect the processes driving the disease in patients. The inflammatory phase is, however, followed by fibrotic changes that replicate certain pathological features consistent with those associated with IPF. Therefore, some have argued that it may be more appropriate to evaluate compounds after or during the onset of the fibrosis phase of the response (i.e. using therapeutic dosing regimens), which may be a more disease-relevant paradigm [3]. Unfortunately, whether there is consistency between the molecular changes that occur during the fibrosis phase of the model and IPF has never been directly assessed. For instance, while tumor growth factor β (TGFβ) is clearly a driver of the remodeling process in the bleomycin model [4], its contribution to disease progression in IPF is currently unknown. Additionally, given the heterogeneity of the disease amongst patients (including its rate of progression), investigating whether the bleomycin model accurately reflects disease mechanisms for all IPF patients or specific subsets will be important for translating findings from the model to the appropriate patient population. Finally, a more recent approach to improve the bleomycin model has been to use repetitive bleomycin challenges, which has been argued to more accurately reflect the temporal and spatial heterogeneity of the pathological changes associated with the disease [5], [6]; however, whether this modification to the system offers significant advantages over the traditional one-hit model remains unclear.

Using classic histopathology and physiology methods, we report that the repetitive model offered no significant improvement over the single challenge model. Integrative bioinformatic and pharmacological approaches revealed corresponding molecular changes in the lungs of bleomycin-treated mice and IPF patients, especially in genes associated with mitosis and extracellular matrix signaling. Interestingly, these same pathways appeared to be altered in fibroblasts isolated from IPF patients with rapidly progressing, but not slowly progressing disease. It did not appear that these changes in expression were directly associated with TGFβ signaling and furthermore, an inhibitor to the TGFβR1 (activin-like kinase 5, ALK-5) could not completely attenuate bleomycin-induced fibrosis in mice. These data support the premise that the bleomycin model can recapitulate many of the complex profibrotic responses that are also elevated in the lungs of IPF patients, particularly in patients with active disease.

## Results

### Inflammatory Changes after a Single or Repeated Bleomycin Challenge

To establish a dose of bleomycin that induced fibrosis but did not result in mortality, a preliminary bleomycin dose-response study was performed. Bleomycin induced a dose-dependent increase in lung fibrosis (Figure S1). Significant mortality was observed in the groups of mice dosed with either 3 U/kg (19%) or 5 U/kg (50%). Given that a 2 U/kg dose did not cause mortality and induced a submaximal fibrotic response that resulted in lung function changes (data not shown), all subsequent studies were performed using this dose. A single topical challenge with bleomycin induced an acute inflammatory response (Figures 1A) consisting primarily of neutrophils recovered in the bronchoalveolar lavage fluid (BALF) (Figure S2A). The acute response rapidly diminished with time and was supplanted with increasing numbers of lymphocytes and macrophages in the airways (Figures S2B and S2C, respectively). After 35 days, the numbers of cells in the BALF of mice treated with bleomycin returned to the levels observed from saline treated controls with the exception of lymphocytes, which were still slightly elevated.

**Figure 1:**
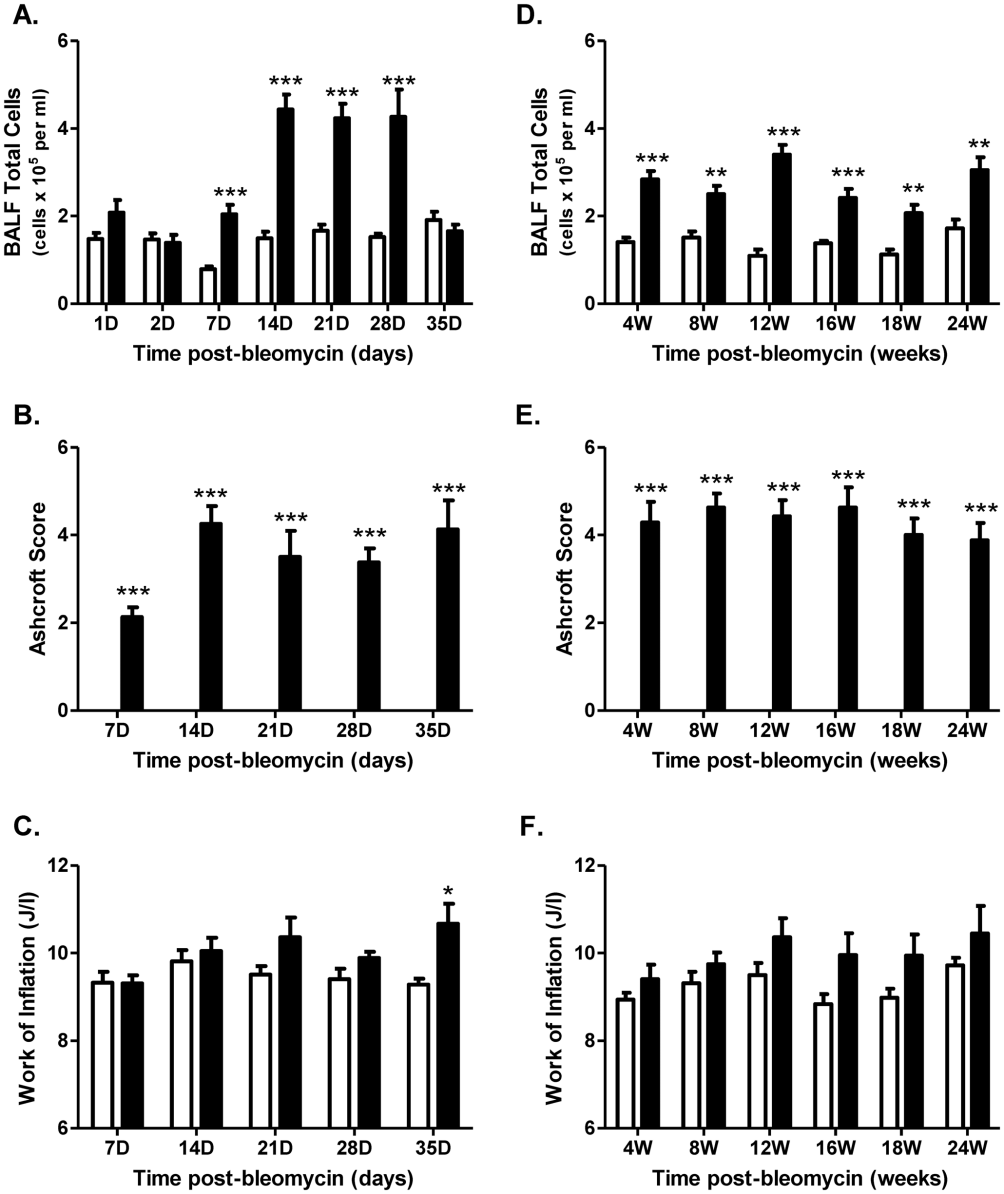
Bleomycin induces inflammatory and fibrotic changes in the lungs of mice. The numbers of BALF inflammatory cells increased after either a single (**A**) or repetitive (**D** bleomycin (black bars) instillation compared to the saline treated controls (white bars). Both a single (**B**) and repetitive (**E**) instillation of bleomycin led to increased fibrotic tissue in the lung. Changes in work of inflation (WoI), a measure of lung mechanics, were minimal in both the single (**C**) and repetitive (**F**) systems. Data are expressed as mean ± SEM of n = 7–8 mice. Significance (relative to the time-matched control at each time point) was determined using a Student’s t-test and is denoted as follows: *p<0.05; **p<0.01; and ***p<0.001.

In response to repetitive bleomycin administration, we observed increased inflammatory cell infiltrate in the BALF of mice (Figure 1D). Interestingly, while BALF neutrophils were initially at low levels (similar to what was observed 4 weeks after a single bleomycin challenge) numbers increased again 12 weeks after the first exposure and remained at elevated levels for the duration of the study (Figure S2D). The levels of lymphocytes (Figure S2E) and macrophages (Figure S2F) in the BALF remained increased throughout the study, although lymphocytes numbers did begin to diminish slightly over time.

### Lung Fibrosis and Lung Function Changes Induced by Bleomycin Administration

A single bleomycin challenge led to an increase in lung fibrosis scores 7 days after administration before plateauing from 14 days onwards (Figure 1B). Interestingly collagen staining in lung sections (Figure S3A) and BALF levels of hydroxyproline (HP) (Figure S3B) were at maximal levels 7 days post-bleomycin instillation. While HP levels resolved over time, lung fibrosis scores and collagen levels in the lung sections remained relatively stable. Changes in lung mechanics, specifically *H* (lung tissue elastance) and work of inflation (WoI) correlated significantly to collagen levels in the lung (Figures S4A and S4B), although the changes were relatively modest and significant at 35 days post-administration (Figure 1C). The areas of fibrosis that stained positive for collagen I (Figure S5D) were proximal to regions positive for fibroblast activation markers, such as α-smooth muscle actin (Figure S5E), as well as a collagen-specific molecular chaperone, heat-shock protein 47 (HSP47) (Figure S5F).

Repetitive administration of bleomycin also led to moderate lung fibrosis (Figure 1E) with approximately 3% of the lung staining positive for collagen I (Figure S3C). Similar to the single challenge model, fibrosis was still present several weeks after bleomycin administration. Interestingly, BALF levels of HP increased up to 8 weeks after the first challenge, but subsequently declined with time returning to near baseline levels at the 18 and 24 week time points (Figure S3D). Analogous to the single challenge model, changes in lung mechanics were modest (Figure 1F) and correlated positively with collagen staining (Figures S4C and S4D).

While changes in lung mechanics were measureable, the magnitude was limited possibly due to the poor sensitivity of pulmonary function tests in small animals. As an alternative to measuring lung mechanics we longitudinally assessed the exercise capacity of mice treated with bleomycin. In a separate study, bleomycin-treated mice clearly had reduced exercise capacity during the fibrotic phase of the response (Figure S6), suggesting that exercise capacity may be a more robust alternative to examinations of lung mechanics.

### Histopathological Features of the Single and Repetitive Bleomycin Challenge Models

During the first week following a single bleomycin instillation the response was primarily characterized by lung inflammation. Inflammatory cells in the alveolar interstitium and alveolar spaces, and proteinaceous fluid were consistently observed with few fibroblasts present (Figure 2B). During the following two weeks, alveolar and interstitial fibrosis became progressively more prominent with partial to complete effacement of the alveoli (Figure 2C). By 5 weeks post-bleomycin administration, the changes were more heterogeneous with fibrosis interspersed with small, partially collapsed alveoli and alveoli lined by bronchoalveolar epithelial cells (Figure 2D).

**Figure 2:**
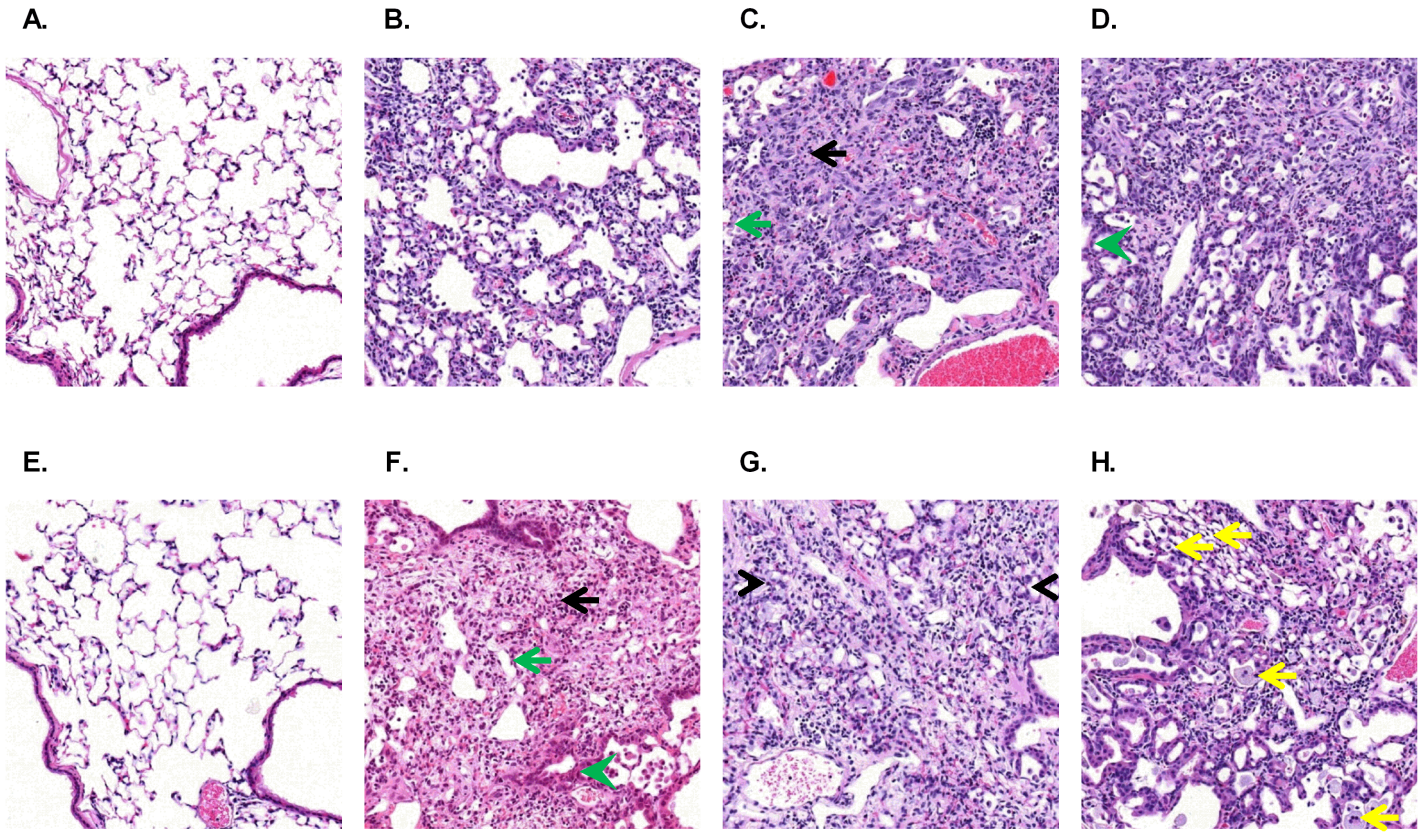
Bleomycin induces inflammation, fibrosis, and epithelial remodeling. Representative images are shown from saline treated controls (**A**), as well as 7 days (**B**), 21 days (**C**), and 35 days (**D**) after a single bleomycin instillation. Additionally, representative images are shown from saline treated controls (**E**), as well as 2 months (**F**), 4 months (**G**), and 6 months (**H**) after the start of the repetitive bleomycin instillations. Areas of alveolar (black arrows) and interstitial (green arrows) fibrosis were clearly present in both models as were areas of bronchoalveolar hyperplasia (green arrow heads). There were also areas of partially collapsed (**D**) and thickened alveoli (**G**) that were often lined by cuboidal bronchoalveolar epithelial cells (black arrow heads) in both systems. At the latest time point examined (**H**), there were also partially collapsed septa, macrophages, and multinucleate giant cells observed in the alveolar space (yellow arrows). Images were captured at 200X magnification of H&E stained lung tissue sections.

In the repetitive bleomycin model, each time point presented similar histological features observed in the single challenge model (Figure 2F) – i.e. inflammation, alveolar and interstitial fibrosis with obliteration of alveolar spaces, and bronchoalveolar hyperplasia. With chronicity, the fibrosis became progressively interstitial with thickened alveolar septa becoming more well-defined (Figure 2G). These thickened alveoli were often lined by cuboidal bronchoalveolar epithelial cells that were rarely ciliated. At later time points the fibrosis was mainly interstitial in pattern (Figure 2H). The alveolar spaces were often filled with finely granular to homogenous amphophilic material that was often phagocytized by infiltrating macrophages and multinucleate giant cells, and neutrophils were occasionally observed. Partially collapsed septa (lined by Type I pneumocytes) were also often observed at later time points. In summary, the histopathological changes observed after either a single or repetitive bleomycin instillation were very similar.

### Temporal Gene Expression Responses to Bleomycin

Given that repetitive bleomycin challenges did not accentuate the fibrotic changes observed, all subsequent studies focused on examining changes after a single bleomycin challenge. 

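Gene expression was measured in whole lungs of 56 mice given bleomycin and 55 mice given saline, 1 mouse per array, on 7 days after a single dose: days 1 and 2, days 7 and 14, and days 21, 28 and 35. Bleomycin is an antibiotic that breaks DNA strands. Every group held 8 mice except the saline group of day 14, which held 7. The left and right lungs were homogenized together, so each value averages over the epithelial, endothelial, stromal and immune cells present, and a change in cell numbers was not separated from a change within cells. The deposited values were on a log2 scale after the authors' robust multi-array average (RMA) normalization. Of 32688 probesets, 27871 stood for 1 gene, and the most variable probeset of each gene was kept, which left 15707 genes. For 7093 of them another probeset of the same gene was left out. Bleomycin and saline mice of the same day were compared for every gene with limma, a linear model that shares the spread of all genes. A gene is said to have risen or fallen where the adjusted p was under 0.05, and to be differentially expressed where it had also changed by more than 2-fold. Genes were grouped into 54 lists of pathways, gene families and cell type markers, written before the data were examined. Camera, a test of whether the genes of a list changed more than other genes, passed at an adjusted p under 0.05 for 149 of the 378 pairs of a list and a day with its preset inter-gene correlation of 0.01, 110 higher and 39 lower. Shuffled treatment labels gave a median of 76 such calls and at most 123 (100 divisions of the arrays, the real one included). With a correlation estimated from the data camera passed 0 of the 378 pairs, and 51 had an unadjusted p under 0.05. An exact permutation test of the mean level of a list over the mice of a day, which does not compare the list with other genes and was chosen after the camera results were seen, passed for 216 pairs, against a median of 0 with shuffled labels. Each bleomycin group was compared with the saline group of its own day, and among the saline mice 9344 of the 15707 genes differed between days (limma F test).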

Microarray analysis revealed 3 distinct temporal phases of the response to bleomycin treatment. Unsupervised hierarchical clustering of the 730 genes commonly altered across time points in response to bleomycin revealed an inflammation phase (days 1–2), an active fibrosis phase (days 7–14) and a late fibrosis phase (days 21–35), with saline-treated samples clustering separately (Figure 3). 

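A total of 818 genes were differentially expressed on at least 1 of the 7 days, and the genes with the largest increases differed by day. At day 1 they included Saa3, an acute-phase protein, with a log2 fold change of 3.53 (standard error 0.51), and Cxcl2, a chemokine that attracts neutrophils, with 3.42 (standard error 0.44). At day 7 they were led by Chl1, a cell adhesion molecule, with 4.85 (standard error 0.53), and Dmp1, a phosphoprotein of mineralized matrix, with 4.55 (standard error 0.52). At day 28 Mmp12, the macrophage elastase, had the largest increase with 3.06 (standard error 0.31). The adjusted p was 9.26e-08, 4.19e-09, 3.11e-13, 1.88e-12 and 2.41e-12 in limma, with 8 bleomycin and 8 saline mice each. Of the 818 genes, 196 were differentially expressed at day 1 or 2, 670 at day 7 or 14, and 297 at day 21, 28 or 35, and 65 in all 3 periods. All 16 bleomycin arrays of days 7 and 14 fell into 1 of 4 clusters of arrays (complete linkage of Euclidean distances over the scaled levels of these genes), together with 10 of the 24 arrays of days 21 to 35. Of the 16 bleomycin arrays of days 1 and 2, 8 formed a cluster of their own. The other 8 early arrays and the other 14 late arrays shared the remaining clusters with the 55 saline arrays, of which 27 lay in one and 28 in the other. The adjusted Rand index between the 4 clusters and the 4 classes of arrays (saline and the 3 periods) was 0.299, on a scale where 1 is identity and 0 is chance. The index was 0.743 with 1 minus Pearson correlation as the distance and average linkage, where all 55 saline arrays shared a cluster with 5 bleomycin arrays, and 0.595 with Ward linkage. From the clustering in Figure 3 the paper concludes that the response to bleomycin passed through an inflammation, an active fibrosis and a late fibrosis phase.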

Peak gene expression responses to bleomycin occurred between days 7 and 14 post-treatment, consistent with the observed fibrotic responses measured in BALF (HP) and lung tissue (Ashcroft scores) (refer to Figures S3B and 1B, respectively). 

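Differentially expressed genes were most numerous at day 7, with 448 higher and 75 lower, and at day 14, with 379 higher and 118 lower. Sprr1a, a cornified envelope protein of stressed epithelium, had a log2 fold change of 4.32 (standard error 0.36) at day 7, and Chodl, a lectin-like membrane protein, 4.06 (standard error 0.38). Igfbp3, a binding protein of insulin-like growth factors, fell by 3.03 at day 7 (standard error 0.21), and Cyp1a1, a xenobiotic-metabolizing enzyme, fell by 3.05 at day 14 (standard error 0.41). The adjusted p in limma was 5.01e-18, 9.25e-16, 5.64e-22 and 1.01e-09. At the other days the counts were 59 higher and 19 lower (day 1), 149 and 27 (day 2), 179 and 51 (day 21), and 90 and 22 (day 28). Over 10 other ways of processing or testing, the higher genes numbered 43 to 61 at day 1, 113 to 187 at day 2, 292 to 476 at day 7, 260 to 421 at day 14, 128 to 198 at day 21 and 59 to 118 at day 28, and the lower ones 6 to 21, 20 to 41, 57 to 128, 91 to 157, 37 to 89 and 17 to 24. At any fold 7472 genes passed the adjusted p at day 7, the highest count, and 3646 at day 28, the lowest. Of the 818 differentially expressed genes, 587 (71.8%) had their largest change at day 7 or 14. The responses were also compared with each other. Between the mean response of days 7 and 14 and that of days 1 and 2, 254 genes were higher in the later period and 56 lower, at the same thresholds. Thbs4, a thrombospondin of the matrix, was higher by 3.06 (standard error 0.28, adjusted p = 1.51e-15), and Cxcl3, a neutrophil chemokine, differed by -2.03 (standard error 0.36, adjusted p = 2.68e-06). From the mean response of days 7 and 14 to that of days 21 to 35, 125 genes were lower and 8 higher. Among them Fst, the activin inhibitor follistatin, differed by -1.92 (standard error 0.26, adjusted p = 4.49e-09), and Bcat1, an enzyme of branched-chain amino acid breakdown, by -1.88 (standard error 0.39, adjusted p = 8.92e-05).

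**Figure D1:**
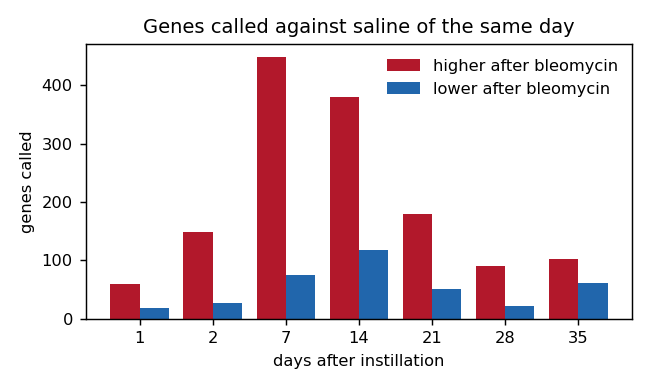
Number of differentially expressed genes (vertical axis) by day after treatment (horizontal axis), with bars for genes higher and lower in bleomycin than in saline mice of the same day. The counts are highest at day 7, with 448 higher and 75 lower, and at day 14, with 379 higher and 118 lower.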

Although there were far fewer differentially expressed genes in the later time points, several genes remained altered 35 days after bleomycin treatment, suggesting that any resolution in gene expression was incomplete at the end of the study.

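At day 35, 102 genes were higher and 61 lower by more than 2-fold. Over 10 other ways of processing or testing the higher genes numbered 76 to 103 and the lower ones 33, with array weights, to 76, with all saline arrays as control, and 1 of the 8 bleomycin arrays of this day, replicate 3, stood apart from its group, with a median correlation of 0.984 with the others. The increases included Ereg, a ligand of the epidermal growth factor receptor, with a log2 fold change of 2.83 (standard error 0.43), Slc26a4, the anion exchanger pendrin, with 2.61 (standard error 0.34), and Igha, the heavy chain of IgA, with 2.71 (standard error 0.41). The decreases included Bex2 with -2.02 (standard error 0.24) and Paqr9 with -1.94 (standard error 0.44). The adjusted p in limma was 3.09e-07, 7.23e-09, 2.28e-07, 9.66e-10 and 0.000318 (8 mice per group). Of these 163 genes, 118 had been differentially expressed in the same direction at day 7 or 14, 45 had not been differentially expressed at either day, and 26 were so at no other day. Conversely, 91 of the 523 genes of day 7 were differentially expressed in the same direction at day 35. Jchain, which joins the units of secreted antibody, had a log2 fold change of 2.53 (standard error 0.43, adjusted p = 2.45e-06). All 9 B cell markers fell, also when adjusted over the list alone (9), among them Blk with -1.06 (standard error 0.20) and Fcrla with -1.08 (standard error 0.22) (camera adjusted p = 8.99e-07, and adjusted p = 0.347 with an estimated correlation). Of 11 markers of NK and cytotoxic cells 10 fell (10 adjusted over the list alone) and none rose, and the mean of the list lay below that of every saline mouse in 8 of 8 bleomycin mice (adjusted p = 0.000979, exact permutation test, and adjusted p = 0.241 for camera with an estimated correlation). Of 15 T cell markers 1 (Foxp3) was higher and 2 (Cd8a and Cd8b1) lower (0 and 2 adjusted over the list alone, adjusted p = 0.175, exact permutation test). The mean of 3 genes of red blood cells, of which 1 (Slc4a1) was lower (also 1 adjusted over the list alone), differed by -0.85 (standard error 0.36, adjusted p = 0.0606, exact permutation test). From the genes that remained altered, the paper proposes that expression had not fully resolved at the end of the study.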

**Figure 3:**
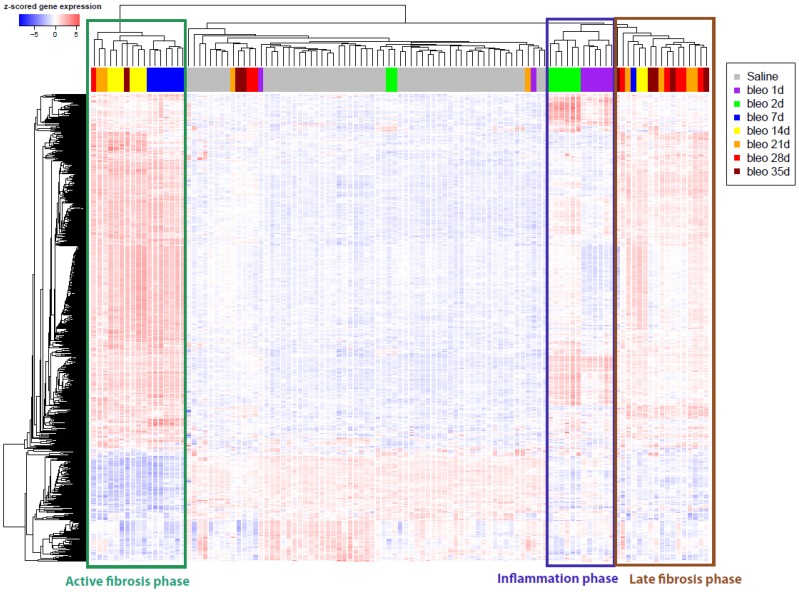
Unsupervised hierarchical clustering of genes differentially expressed between bleomycin and saline treated mice across time points. A union of 730 genes differentially expressed between bleomycin and saline treatments (fold-difference >2, false discovery rate (FDR) <0.05) were clustered across all mouse samples. Three distinct clusters of genes were revealed corresponding to phases of the bleomycin response, with most up-regulated genes being specific to the 7–14 days post-bleomycin treatment clusters. Inflammation phase (1–2 days) samples also clustered together and showed up-regulation of a subset of genes, while late fibrosis phase (21–35 days) samples also showed moderate up-regulation of a subset of genes.

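At days 1 and 2 chemokines and acute-phase genes rose in the lungs of bleomycin-treated mice. Of 29 chemokines 18 rose at day 1 and 22 at day 2, and none fell (19 and 23 rose when adjusted over the list alone, which also had 2 falling at day 2). Cxcl10, a chemokine induced by interferon, had a log2 fold change of 2.58 (standard error 0.41) at day 1 and 3.51 (standard error 0.41) at day 2, and Cxcl1, a ligand of the neutrophil receptor CXCR2, had 3.06 (standard error 0.44) at day 2. The mean level of the chemokines was above that of every saline mouse in 7 of 8 bleomycin mice at both days (adjusted p = 0.00151, exact permutation test). For this list camera gave an adjusted p of 7.25e-08 and 5.23e-13, and adjusted p = 0.275 and adjusted p = 0.205 with an estimated correlation. Of 27 cytokines 7 rose and 1, Il12a, fell at day 1, and at day 2 16 rose and none fell (19 rose and 1 fell when adjusted over the list alone). Il6, a cytokine that drives the acute-phase response, had 3.20 (standard error 0.60), and Il1b 1.35 (standard error 0.37) (list, camera adjusted p = 2.78e-06, and adjusted p = 0.205 with an estimated correlation). Among 13 acute-phase genes 8 rose at day 1 and none fell (8 adjusted over the list alone), Orm2 with 2.12 (standard error 0.39) (camera adjusted p = 4.49e-07, and adjusted p = 0.205 with an estimated correlation). Of 26 genes of wound healing 8 rose at day 1 and 14 at day 2, with 1, Pdgfa, falling on each day (11 and 15 rose when adjusted over the list alone). They included Timp1, an inhibitor of matrix metalloproteases, with 2.44 (standard error 0.36) at day 2, and Tnc, the matrix protein tenascin-C, with 1.66 (standard error 0.35) (camera adjusted p = 8e-05, and adjusted p = 0.335 with an estimated correlation). Of 16 neutrophil markers 5 (Cd177, Il1r2, Mmp8, Clec4d and Clec4e) were higher and none lower at day 2 (also 5 adjusted over the list alone, camera adjusted p = 0.0323, and adjusted p = 0.645 with an estimated correlation), and the difference in their mean level was 0.47 (standard error 0.21, adjusted p = 0.0569, exact permutation test). Complement genes rose as well, 8 of 9 at day 2 (8 adjusted over the list alone, adjusted p = 0.366 for camera with an estimated correlation). The adjusted p in limma was at most 0.00319 for the genes named with a fold change, with 8 mice per group, and genes named beside a count alone were chosen after their values were seen.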

Genes altered during the inflammation phase generally consisted of immune response and wound healing genes including various cytokines and chemokines. In addition to genes associated with immune and wound healing categories, genes altered during the active fibrosis phase were also associated with cell cycle-related processes. These changes in gene expression were validated by the increased expression of inflammatory cytokines early in the response to bleomycin (Figures S7A–D), followed by increases in pro-fibrotic mediators such as TGFβ and lysophosphatidic acid (LPA) (Figures S7E–F) that coincided with the increased matrix deposition in the lung. 

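Genes of mitosis and DNA replication rose at days 7 and 14 alongside immune and wound healing genes. Of 41 mitosis genes 38 rose at day 7 and 40 at day 14 (40 on both days when adjusted over the list alone), with a median log2 fold change of 1.53 and 1.45, and Pttg1, which encodes securin, fell by 0.61 at day 7 (standard error 0.08). Hmmr, a spindle protein, had 2.37 (standard error 0.28) at day 7, and Cep55, which acts in cytokinesis, 2.27 (standard error 0.27). Of 39 genes of DNA replication 36 rose at day 7 and 34 at day 14, and none fell (36 and 35 adjusted over the list alone), with Tk1, thymidine kinase, at 1.53 (standard error 0.16) at day 7. All 8 bleomycin mice lay above every saline mouse in the mean of either list on both days (adjusted p = 0.000979, exact permutation test, the value for each). For mitosis at day 7, camera adjusted p = 2.77e-26, and adjusted p = 0.236 with an estimated correlation. For DNA replication at the same day, camera adjusted p = 2.77e-19, and adjusted p = 0.205 with an estimated correlation. Among chemokines 20 higher and 3 (Ccl5, Cx3cl1 and Ppbp) lower at day 7 (22 and 3 adjusted over the list alone), and Ccl8, which attracts monocytes, had 2.67 (standard error 0.29) (camera adjusted p = 5.84e-05, and adjusted p = 0.443 with an estimated correlation). Complement genes rose in 7 of 9 cases at day 7, with 1, Cfp, lower (the same counts adjusted over the list alone), among them C1qb with 2.12 (standard error 0.20) and the C3a receptor gene C3ar1 with 2.70 (standard error 0.27) (camera adjusted p = 0.000134, and adjusted p = 0.335 with an estimated correlation). In the wound healing list 18 of 26 genes rose and 2 (Fgf7 and Vegfa) fell at day 7 (the same counts adjusted over the list alone), and Has2, a hyaluronan synthase, had 2.50 (standard error 0.36) (camera adjusted p = 8.47e-05, and adjusted p = 0.335 with an estimated correlation). Endothelial markers fell on the same day, 16 of 23, with 1, Vwf, higher (18 and 1 adjusted over the list alone, adjusted p = 0.573 for camera with an estimated correlation). The adjusted p in limma was at most 4.62e-09 for each gene named with a value.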

Cell cycle genes generally reverted back to control levels 21 days after bleomycin treatment, while several immune and wound healing genes remained up-regulated.

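Mitosis genes were still higher in bleomycin than in saline mice at day 21, and few of them passed the test at days 28 and 35. At day 21 37 of 41 rose and 1, Pttg1, fell (38 and 1 adjusted over the list alone), with a median log2 fold change of 0.76. By more than 2-fold 7 were higher at day 21, against 34 at day 7 and 34 at day 14. Cdk1, the kinase that drives entry into mitosis, had 1.22 (standard error 0.22, adjusted p = 3.36e-06), and Cdc20, an activator of the anaphase-promoting complex, had 1.19 (standard error 0.23, adjusted p = 1.43e-05). At day 28 3 mitosis genes (Aurkb, Smc2 and Smc4) were higher and 2 (Pttg1 and Ncaph) lower, and at day 35 2 (Kif23 and Smc2) and 1 (Pttg1), of which 2, 1, 1 and 1 passed when adjusted over the list alone. In the mean level of the list 7 of 8 bleomycin mice lay above every saline mouse at day 21 (adjusted p = 0.00405, exact permutation test), and 2 did so at day 28 (adjusted p = 0.161, exact) and at day 35 (adjusted p = 0.741, exact), where 1 lay below every saline mouse. At day 21, camera adjusted p = 3.68e-11, and adjusted p = 0.544 with an estimated correlation. At day 28, with a median of 0.28, camera adjusted p = 0.00115, and adjusted p = 0.747 with an estimated correlation, and at day 35 camera gave adjusted p = 0.431. Of 39 genes of DNA replication 23 rose and 1, Pola2, fell at day 21 (the same counts adjusted over the list alone, camera adjusted p = 0.000108, and adjusted p = 0.616 with an estimated correlation), and at day 35 3 (Cdc45, Rrm1 and Dbf4) were higher and 1 (Pola2) lower (1 and 0 adjusted over the list alone). The response of days 21 to 35 was below that of days 7 and 14 for 39 of 41 mitosis genes and 38 of 39 replication genes in a direct comparison (also 39 and 38 adjusted over the list alone), and camera for replication held with an estimated correlation (adjusted p = 0.0333), whereas for mitosis it gave adjusted p = 0.0719 with an estimated correlation. Chemokines were also higher at day 35, with 14 of 29 higher and 3 (Ccl5, Cx3cl1 and Ppbp) lower (16 and 3 adjusted over the list alone), Ccl12 with a log2 fold change of 2.16 (standard error 0.38) and Cxcl9 with 1.53 (standard error 0.47) (camera adjusted p = 0.0148, and adjusted p = 0.636 with an estimated correlation). All 8 bleomycin mice of day 35 lay above every saline mouse in the mean of the chemokines (adjusted p = 0.000979, exact permutation test). In the wound healing list 11 of 26 genes were higher and none lower at day 35 (12 and 1 adjusted over the list alone), with Timp1 at 1.24 (standard error 0.36) (camera adjusted p = 0.0166, and adjusted p = 0.589 with an estimated correlation). Complement genes were higher in 6 of 9 cases at day 35 (7 adjusted over the list alone, camera adjusted p = 6.27e-05, and adjusted p = 0.311 with an estimated correlation).

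**Figure D2:**
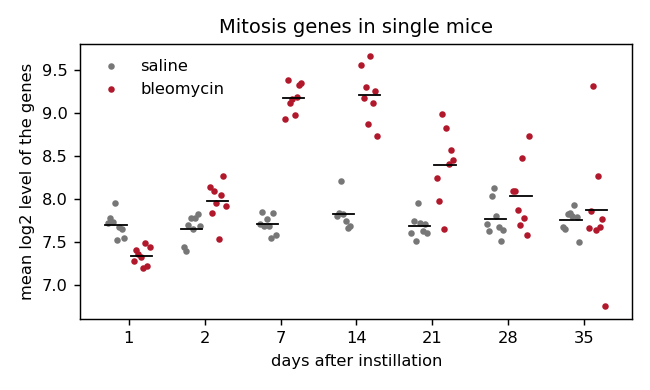
Mean log2 level of the 41 mitosis genes (vertical axis) in each mouse by day after treatment (horizontal axis), with points for bleomycin and saline mice and lines at the group means. All 8 bleomycin mice lie above every saline mouse at days 7 and 14, and 2 do at day 35.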

### Enrichment of Fibrosis-related Signaling Pathway in Response to Bleomycin

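Collagen, lysyl oxidase, metalloprotease and myofibroblast genes responded more strongly at days 7 and 14 than at days 1 and 2 when the responses were compared directly. Of 41 collagen chain genes 23 had a higher response in the later period and 2 (Col17a1 and Col23a1) a lower one (24 and 3 adjusted over the list alone, camera adjusted p = 4.4e-07, and adjusted p = 0.154 with an estimated correlation). All 4 measured lysyl oxidase genes, which encode enzymes that cross-link collagen, were higher (4 adjusted over the list alone, camera adjusted p = 0.0164, and adjusted p = 0.352 with an estimated correlation). Of 15 matrix metalloproteases 7 were higher and 1, Mmp9, lower (the same counts adjusted over the list alone, camera adjusted p = 0.00754, and adjusted p = 0.313 with an estimated correlation). Genes induced by TGFβ were higher in 6 of 13 cases and none was lower (7 adjusted over the list alone, camera adjusted p = 0.00237, and adjusted p = 0.37 with an estimated correlation). Among myofibroblast genes other than collagens 13 of 23 were higher and none lower (also 13 adjusted over the list alone, camera adjusted p = 5.75e-06, and adjusted p = 0.306 with an estimated correlation). Of 12 markers of resident fibroblasts 1 (Plin2) had a higher later response and 4 (Inmt, Npnt, Itga8 and Scube2) a lower one (the same counts adjusted over the list alone), and of 4 inhibitors of metalloproteases none differed, whereas 1 (Timp1) was higher and 2 (Timp3 and Timp4) lower adjusted over the list alone (camera adjusted p = 0.129 and 0.571). From days 7 and 14 to days 21 to 35 the response decreased for 18 collagens and increased for 3, Col4a3, Col4a4 and Col8a2 (20 and 4 adjusted over the list alone, camera adjusted p = 4.98e-05, and adjusted p = 0.306 with an estimated correlation). It decreased for 11 of the genes induced by TGFβ (12 adjusted over the list alone, camera adjusted p = 3.71e-06, and adjusted p = 0.154 with an estimated correlation) and for 17 myofibroblast genes (19 adjusted over the list alone, camera adjusted p = 2.72e-10, and adjusted p = 0.145 with an estimated correlation). Chl1 differed by -2.13 (standard error 0.48, adjusted p = 0.000369) and Timp1 by -1.82 (standard error 0.33, adjusted p = 7.02e-06) between these periods, in the direction of the saline level. At day 14 the elastin gene Eln had a log2 fold change of 2.30 (standard error 0.21), Igf1, a growth factor for fibroblasts, 1.49 (standard error 0.21), and Fn1, fibronectin, 1.95 (standard error 0.18), with 8 bleomycin and 7 saline mice (adjusted p at most 3.42e-09 in limma). Shuffling the days among the arrays gave a median of 24 calls of a list between periods with camera at its preset correlation, against 43 of 108 for the real days. The highest shuffled number was 47, and 4 of 100 divisions, the real one included, gave at least 43.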

Clustering analysis of genes involved in fibrosis-related pathways revealed preferential up-regulation of genes during the active fibrosis phase. 

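Mmp12, an elastase made by macrophages, had a log2 fold change of 3.11 (standard error 0.31) at day 7, 3.60 (standard error 0.32) at day 14 and 2.90 (standard error 0.31) at day 35, the last an increase of 7.49-fold. Before day 7 the value was 0.69 (standard error 0.31, adjusted p = 0.0797) at day 1 and 1.41 (standard error 0.31, adjusted p = 0.000234) at day 2. Mmp19, another secreted metalloprotease, had 0.68 (standard error 0.18) at day 1, 1.04 (standard error 0.18) at day 2, 0.58 (standard error 0.18) at day 7, 1.20 (standard error 0.18) at day 14 and 0.94 (standard error 0.18) at day 35, and passed the test on each of these days (adjusted p at most 0.00455 in limma). Mmp10, a stromelysin, had 3.23 (standard error 0.33) at day 7, whereas Mmp9, a gelatinase of neutrophils, had -1.39 (standard error 0.34) at day 14. Of 15 matrix metalloproteases 6 rose at day 2, 9 at day 7, 11 at day 14, 7 at day 21, 7 at day 28 and 8 at day 35, with 1 or 2 lower on each of these days, Mmp9, Mmp11, Mmp16 or Mmp17 (11 rose and 1 fell at day 14, and 7 rose and 3 fell at day 2, when adjusted over the list alone). The list passed camera at day 14 (adjusted p = 0.000189, and adjusted p = 0.205 with an estimated correlation). Lox, lysyl oxidase, rose by 1.19 (standard error 0.14) at day 7. Loxl1 had 0.42 (standard error 0.12) at day 7, 0.55 (standard error 0.13) at day 14 and 0.36 (standard error 0.12) at day 35, and Loxl3 had 0.41 (standard error 0.08) at day 2, 0.50 (standard error 0.08) at day 7 and 0.71 (standard error 0.09) at day 14. Loxl4 had 0.46 (standard error 0.09) at day 7 and 0.34 (standard error 0.09) at day 14, and all these increases passed the test (adjusted p at most 0.0181). At day 28 none of the 4 lysyl oxidase genes passed it, with an adjusted p of 0.871 for Loxl1 and 0.596 for Loxl3, and the difference in the mean of the list was 0.11 (standard error 0.10, adjusted p = 0.358, exact permutation test). At days 21 and 35 that mean was higher by 0.22 (standard error 0.07) and 0.23 (standard error 0.09). The exact test gave adjusted p = 0.0272 and 0.0197, whereas camera did not pass (adjusted p = 0.341 and 0.204). ADAM and ADAMTS proteases went both ways at day 14, 13 of 37 higher and 10 lower (13 and 11 adjusted over the list alone), with Adamts4 at 2.77 (standard error 0.43). Loxl2, another lysyl oxidase gene, was not analysed here, since its probesets are listed for another gene as well.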

Matrix metalloprotease (MMP) genes including MMP12, MMP19, as well as lysyl oxidase-like (LOXL) genes implicated in the pathogenesis of fibrotic diseases were induced from 7 days onwards following bleomycin treatment (Figure 4A). Positive regulators of TGFβ signaling including TGFBR1, TGFBR2, and SMADs 1–3 were up-regulated during the fibrosis phases of the bleomycin response, whereas negative regulators such as inhibitory SMADs (e.g. SMAD6 and SMAD7) were down-regulated (Figure 4B). 

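Both TGFβ receptor genes rose in the fibrosis phases and Smad6 fell, but Tgfbr2 did not pass the test at day 21. No increase of Smad2 or Smad3 passed the test from day 7 on with the probesets, same-day saline mice and joint fit over all days used here. Tgfbr1 had a log2 fold change of 0.69 (standard error 0.16, adjusted p = 0.000159) at day 7 and 0.62 (standard error 0.16, adjusted p = 0.00165) at day 35, and Tgfbr2 had 0.41 (standard error 0.07, adjusted p = 7.63e-07) at day 7 and 0.13 (standard error 0.07, adjusted p = 0.131) at day 21. Earlier, Tgfbr2 had 0.39 (standard error 0.07, adjusted p = 8.75e-06) at day 2, and Tgfbr1 at day 1 had 0.64 (standard error 0.16, adjusted p = 0.00106), but -0.22 (adjusted p = 0.352) with all 55 saline arrays as the control. Smad1, which mediates signaling of bone morphogenetic proteins, had 0.29 (standard error 0.05, adjusted p = 7.04e-06) at day 2 and 0.43 (standard error 0.06, adjusted p = 3.52e-10) at day 14. Smad2 had -0.16 (standard error 0.07, adjusted p = 0.0357) at day 7 and -0.15 (standard error 0.07, adjusted p = 0.0638) at day 14, and Smad3 had 0.19 (standard error 0.07, adjusted p = 0.0204) at day 1 and 0.11 (standard error 0.07, adjusted p = 0.207) at day 14. The other of the 2 probesets of Smad2 had the opposite sign on both days, so that with the probeset of the highest mean the values were 0.25 and 0.24. For Smad3 at day 1 that probeset gave -0.014. With all saline arrays as control Smad3 at day 7 had 0.18 (adjusted p = 0.00222), and with 1 fit per day Smad3 at day 28 had 0.15 (adjusted p = 0.0256). Of the inhibitory genes, Smad6 had -0.50 (standard error 0.18, adjusted p = 0.0166) at day 7, -0.79 (standard error 0.19, adjusted p = 0.000297) at day 14 and -0.60 (standard error 0.18, adjusted p = 0.0105) at day 28, and Smad7 had -0.24 (standard error 0.07, adjusted p = 0.00425) at day 14 and -0.22 (standard error 0.07, adjusted p = 0.0173) at day 28. Bambi, a decoy receptor, had -0.87 (standard error 0.12, adjusted p = 4.25e-10) at day 7. Of 12 genes that promote the signaling 8 rose and none fell at day 14 (8 and 1 adjusted over the list alone), among them the integrin genes Itgav with 0.74 and Itgb6 with 1.26, whose product activates latent TGFβ (camera adjusted p = 0.000894, and adjusted p = 0.264 with an estimated correlation). Of 10 inhibitors 4 rose (Smurf1, Skil, Tgif1 and Pmepa1) and 3 fell (Smad6, Smad7 and Bambi) (the same counts adjusted over the list alone), with Pmepa1, itself induced by TGFβ, at 0.73 (standard error 0.10, adjusted p = 6.2e-09). The mean of all these inhibitors was higher by 0.07 at day 14 (standard error 0.03, adjusted p = 0.0358, exact permutation test), whereas camera gave adjusted p = 0.691. It was higher by 0.135 at day 7 (adjusted p = 0.00643, exact), with 5 inhibitors higher and 5 lower. At day 35 it was higher by 0.145 (adjusted p = 0.00151, exact), with 5 higher and 1 lower. At days 21 and 28 it differed by -0.005 and -0.001 (adjusted p = 0.923 and 0.982, exact). Camera passed on none of these days. With the probeset of the highest mean the inhibitors had the opposite direction in camera at days 7 and 14. Their rise may therefore depend on the probeset kept. At day 7 the inhibitor Dcn had 0.91 with the probeset kept and -0.055 with its other one. Skil had 0.59 and 0.001, whereas Pmepa1 had 0.52 and as much as 0.67 with another probeset. In the mean level of the promoting genes all 8 bleomycin mice lay above every saline mouse at day 14 (adjusted p = 0.000979, exact permutation test).

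**Figure D3:**
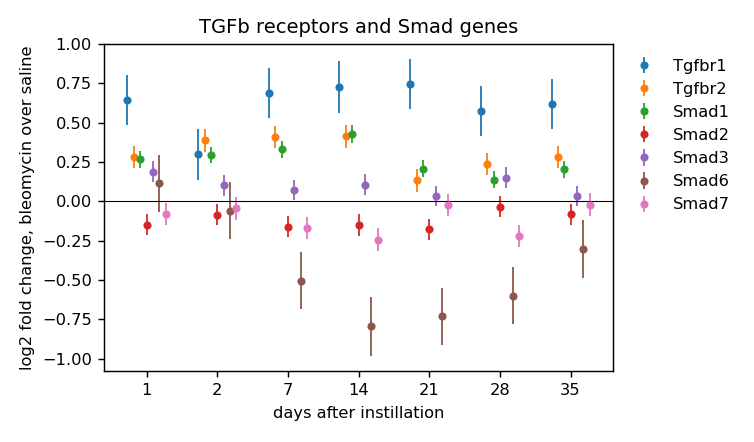
Log2 fold change of bleomycin over saline mice (vertical axis) by day after treatment (horizontal axis) for Tgfbr1, Tgfbr2, Smad1, Smad2, Smad3, Smad6 and Smad7, as points with standard errors from limma. At day 7 and later Tgfbr1 lies above 0 and Smad6 below 0.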

A large set of collagen genes were also up-regulated during the active fibrosis phase and several remained increased during the late fibrosis phase (Figure 4C). 

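Of 41 collagen chain genes 21 rose and 5 (Col17a1, Col23a1, Col4a4, Col4a6 and Col9a2) fell at day 7, and 23 rose and 3 (Col17a1, Col23a1 and Col4a6) fell at day 14 (22 and 25 rose when adjusted over the list alone). Col24a1, a fibrillar collagen chain, had a log2 fold change of 2.78 (standard error 0.26) at day 14, and the collagen V chains Col5a1 and Col5a2 had 1.43 (standard error 0.15) and 1.61 (standard error 0.16). Col1a1, a chain of the abundant collagen I, had 0.95 (standard error 0.13). Col17a1, a collagen of epithelial hemidesmosomes, fell by 1.15 (standard error 0.16), and the adjusted p in limma was at most 1.79e-09 for the 5 genes. At day 21 12 collagens were higher and 5 lower, at day 28 7 and 4, and at day 35 15 and 3 (14, 7 and 16 higher when adjusted over the list alone). Col17a1, Col23a1 and Col4a6 were among the lower ones on each of these days, with Col13a1 at days 21 and 28 and Col19a1 at day 21. Col3a1, a chain of fibrillar collagen III, had 1.01 (standard error 0.18, adjusted p = 2.96e-06) at day 21, 0.48 (standard error 0.18, adjusted p = 0.0397) at day 28 and 0.63 (standard error 0.18, adjusted p = 0.00465) at day 35. Col24a1 still had 1.60 (standard error 0.25) at day 35 (adjusted p = 4.77e-07). In the mean level of the 41 genes 8 of 8 bleomycin mice lay above every saline mouse at day 14 (adjusted p = 0.000979, exact permutation test), 7 at day 21 (adjusted p = 0.0164, exact), 4 at day 28 (adjusted p = 0.0914, exact) and 6 at day 35 (adjusted p = 0.0117, exact). Camera gave an adjusted p of 5.6e-07 at day 14 and 0.0132 at day 35, and adjusted p = 0.238 and adjusted p = 0.595 with an estimated correlation. It did not pass at days 21 and 28 (adjusted p = 0.102 and 0.156, and adjusted p = 0.725 and 0.755 with an estimated correlation). Resident fibroblast markers fell at day 14, 6 of 12 with 2 (Plin2 and Mfap4) higher (the same counts adjusted over the list alone, adjusted p = 0.573 for camera with an estimated correlation).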

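Several Wnt ligands rose at days 7 and 14 while others fell. Wnt5a, a ligand of noncanonical signaling, had a log2 fold change of 0.96 (standard error 0.19) at day 7 and 0.95 (standard error 0.20) at day 14, Wnt10a had 0.96 (standard error 0.14) and Wnt7b 0.79 (standard error 0.11) at day 14. Wnt2 and Rspo1, which enhances Wnt signaling, fell by 0.70 and 0.82 at day 14 (standard error 0.14 each). Of 35 ligands and receptors 6 rose and 9 fell at day 7, and 7 rose and 4 (Fzd7, Lrp5, Rspo1 and Wnt2) fell at day 14 (the same counts adjusted over the list alone). The mean level of the list differed by 0.08 at day 14 (standard error 0.02, adjusted p = 0.0081, exact permutation test), and the list did not pass the test against other genes (camera adjusted p = 0.707). Secreted inhibitors rose in 3 of 10 cases at day 14 and none fell (also 3 adjusted over the list alone), namely Frzb with 2.44 (standard error 0.29), Sfrp1 with 2.34 (standard error 0.24) and Dkk2 with 1.49 (standard error 0.25) (adjusted p = 0.00203, exact permutation test, camera adjusted p = 0.117). Target genes of Wnt and β-catenin went both ways, 5 of 13 (Ccnd1, Myc, Ccn4, Sp5 and Cd44) higher and 6 lower at day 7 (the same counts adjusted over the list alone, camera adjusted p = 0.933). Their mean level was higher by 0.16 at day 7 and 0.17 at day 14 (standard error 0.03 each), with all 8 bleomycin mice above every saline mouse on both days (adjusted p = 0.000979, exact permutation test, the value on both days). The median log2 fold change of these targets was -0.066 at day 7 and 0.025 at day 14. Ccn4 and Myc rose by 1.53 (standard error 0.19) and 1.44 (standard error 0.17), and Axin2 and Nkd1, feedback inhibitors of the pathway, fell by 0.39 and 0.43 (adjusted p = 0.000471 and 4.03e-05). At day 35 5 ligands and receptors (Fzd1, Ror1, Wnt10a, Wnt5a and Wnt7b) were higher and 2 (Rspo1 and Wnt2) lower, and 4 inhibitors (Dkk2, Dkk3, Frzb and Sfrp1) were higher and 1 (Dkk1) lower (the same counts adjusted over each list alone), with exact permutation adjusted p of 0.267 and 0.033 for their mean levels. Camera passed neither list at that day (adjusted p = 0.957 and 0.294, and adjusted p = 0.999 and 0.662 with an estimated correlation). The adjusted p in limma was at most 3.56e-05 for each gene of days 7 and 14 named with a standard error. The gene set for phosphatidylinositol 3-kinase activity was not analysed here.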

Genes from other signaling pathways implicated in IPF, including Wnt signaling genes and genes altered in response to phosphatidylinositol 3-kinase (PI3K) activity (Figures S8A and S8B, respectively), were also induced during the active fibrosis phase and several of the Wnt signaling genes remained elevated during the late fibrosis phase. A set of genes associated with alternative macrophage activation was also shown to be induced during the active fibrosis phase (Figure S8C), suggesting a role for these cells in the pathogenesis of pulmonary fibrosis.

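Of 18 genes of alternatively activated macrophages 13 rose at day 7 and 10 at day 14, and none fell (13 and 11 adjusted over the list alone). Msr1, a scavenger receptor, had a log2 fold change of 2.61 (standard error 0.27) at day 7, Ccl17, a chemokine for T helper cells, 2.06 (standard error 0.22), and Chil4, a chitinase-like protein, 1.71 (standard error 0.44) (adjusted p at most 0.000636 in limma, 8 mice per group). Chil4 varied widely, with an SD of 2.17 among bleomycin and 1.26 among saline mice of day 7. In 2 of 8 bleomycin mice it lay below the saline mean. The standard error comes from a fit over all 14 groups, so it does not measure the spread of Chil4 in these mice. Trem2, a lipid receptor of macrophages that is in this list and also in a list of lipid-handling, monocyte-derived macrophages, had 2.55 (standard error 0.23). All 17 genes of the latter list rose at day 7 and at each later day (also 17 adjusted over the list alone), with Gpnmb at 1.85 (standard error 0.23) at day 28. The mean level of the alternative activation genes lay above that of every saline mouse in all 8 bleomycin mice at days 7 and 14 (adjusted p = 0.000979, exact permutation test, the value on both days). For this list at day 7, camera adjusted p = 3.31e-05, and adjusted p = 0.236 with an estimated correlation. For the lipid-handling list at the same day, camera adjusted p = 6.98e-14, and adjusted p = 0.205 with an estimated correlation. Among 10 markers of resident alveolar macrophages 2 (Plet1 and Olr1) were higher and 4 (Car4, Fabp1, Krt79 and Cidec) lower at day 14 (3 and 4 adjusted over the list alone), and their mean level was below that of every saline mouse in 7 of 8 mice (adjusted p = 0.00609, exact permutation test). Camera did not pass for these markers (adjusted p = 0.328, and adjusted p = 0.806 with an estimated correlation). The increase was not confined to these days, with 9 of 18 alternative activation genes higher at day 2 and 9 higher and 2 (Cd163 and Stab1) lower at day 35 (9, 10 and 2 adjusted over the list alone). Between the mean response of days 7 and 14 and that of days 1 and 2, the response was higher for 7 of the 18 genes and lower for 1, Tinagl1 (the same counts adjusted over the list alone, camera adjusted p = 0.0456, and adjusted p = 0.572 with an estimated correlation). The expression was that of whole lung, and the paper proposes from the gene set in Figure S8C that these cells have a role in the pathogenesis of pulmonary fibrosis.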

**Figure 4:**
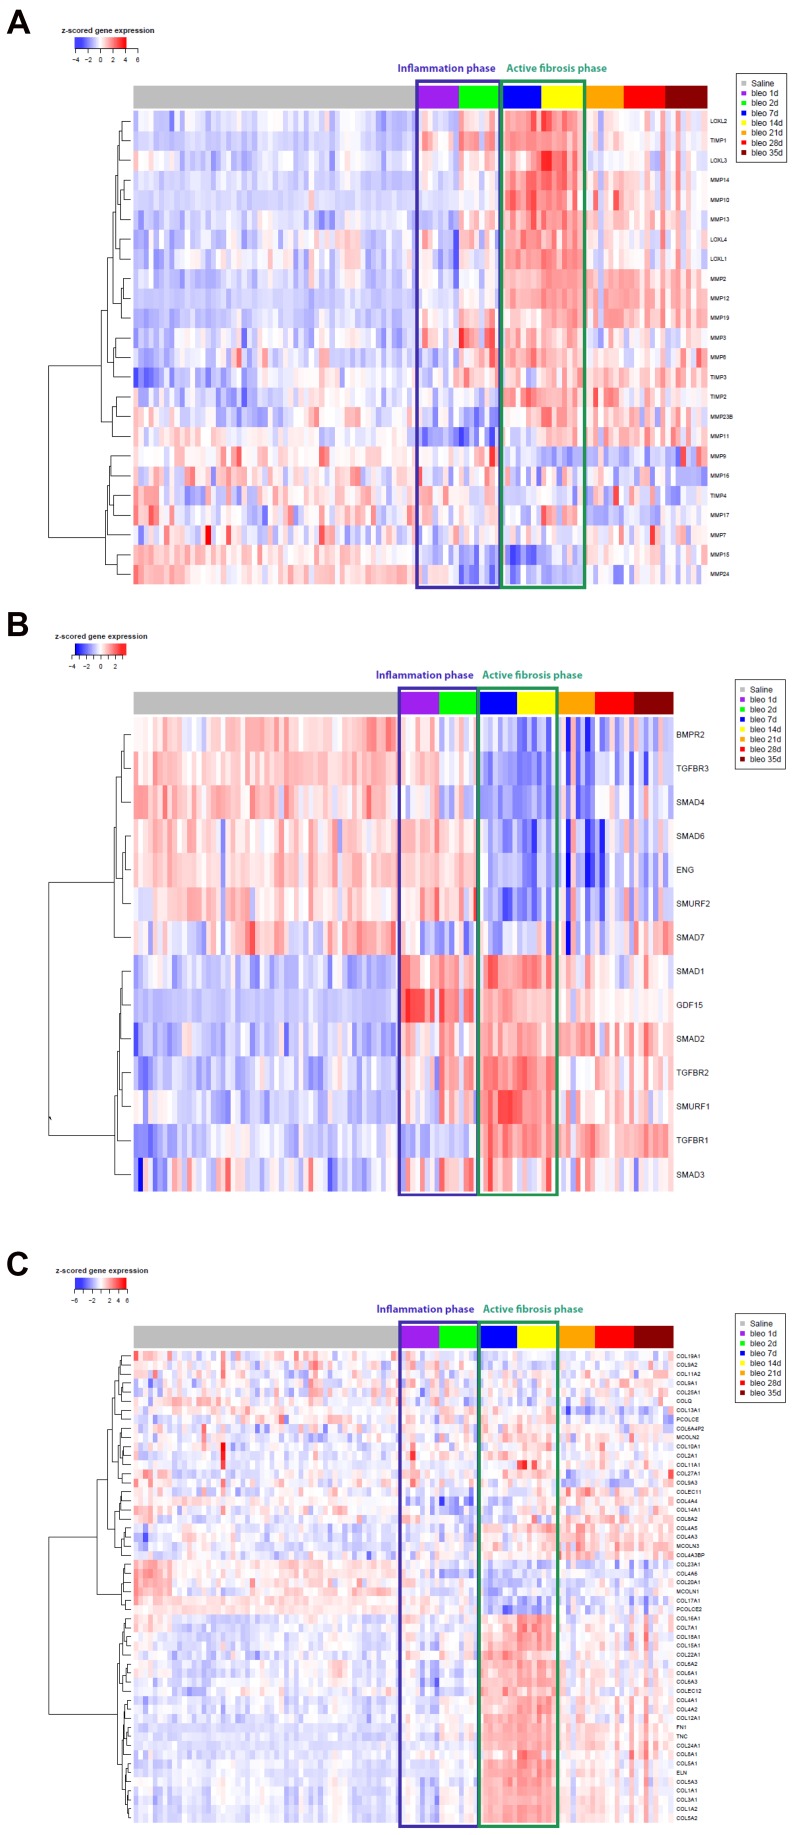
Supervised hierarchical clustering of custom panels of genes across all mouse samples. Clustering of genes was performed for a panel of matrix metalloproteases (MMPs) and lysyl oxidase-like (LOXL) enzymes (**A**), of regulators of TGFβ signaling (B), and genes encoding matrix proteins (**C**) where samples were ordered based on treatment and time point.

### Bleomycin Response Signatures are Altered in Clinical IPF Datasets

The translational relevance of the bleomycin response signatures were assessed in clinical IPF datasets using gene set enrichment analysis (GSEA). Gene expression data from two publicly available clinical IPF datasets were compiled: GSE2052 [7], GSE10667 [8]. GSE2052 assayed lung tissue from patients with IPF and non-IPF control subjects. GSE10667 sampled expression from lung tissue of patients with IPF, patients with IPF who suffered an exacerbation, and non-IPF control subjects. Using up-regulated bleomycin response genes across each time point as separate gene sets, GSEA revealed a significant enrichment of the active fibrosis phase signatures in comparisons of IPF vs. non-IPF subjects across these two datasets (p<0.001, false discovery rate (FDR) <0.001) (Figure 5), indicating that these genes were also up-regulated in IPF patients versus control subjects. The active fibrosis phase signatures were similarly up-regulated in IPF patients with acute exacerbations compared to more stable IPF subjects (p<0.001, FDR <0.01), suggesting that these signatures are capturing more active disease responses. Late fibrosis phase signatures (days 21–35) were also up-regulated in IPF patients vs. non-IPF control subjects from both clinical datasets (p<0.05, FDR <0.05). Inflammation phase response signatures, characteristic of initial immune response to bleomycin treatment, were generally not up-regulated in IPF subjects compared to controls.

**Figure 5:**
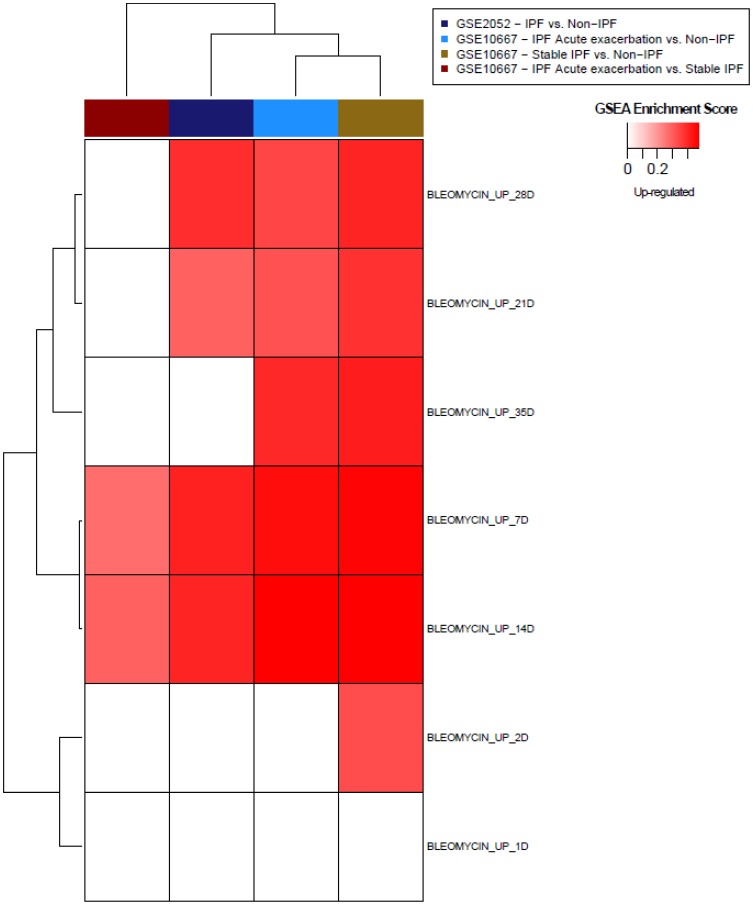
Heatmap of gene set enrichment of mouse bleomycin-induced signatures in clinical IPF datasets. GSEA was performed for gene sets comprised of up-regulated genes in response to bleomycin at each time point from the mouse model. Enrichment of each gene set (denoted in rows) was determined against ranked lists of genes from clinical datasets comparing IPF vs. non-IPF conditions as well as IPF with acute exacerbation vs. stable IPF from two datasets (GSE2052, GSE10667, denoted in columns). Enrichment scores were plotted in a heatmap where gene sets enriched in IPF samples (nominal p<0.05, FDR <0.25) were denoted in red with intensity based on enrichment score (calculated in GSEA).

Closer examination of the leading edge genes (i.e. those genes that contribute most to the enrichment of the bleomycin signatures in the clinical fibrosis expression profiles) shows up-regulation of a common subset of genes across different clinical datasets (Figure 6). Genes in this leading edge subset form clusters characteristic of different processes associated with fibrosis (Data File S1, Data File S2). In particular, many cell cycle-related genes appear to dominate and include different cyclins, cell division cycle proteins (CDCs), and cyclin-dependent kinases (CDKs). Other fibrosis-related pathways such as platelet-derived growth factor (PDGF)-, integrin-, and syndecan-mediated signaling gene sets are also included within the leading edge. Additionally, we also found that (relative to their non-IPF controls) IPF patients’ lung sample gene expression profiles were enriched with genes associated with other fibrotic processes (i.e. MMPs, collagen, and the TGFβ signaling molecules) that we had also shown to be up-regulated in the bleomycin model (Figure S9). These results indicate that the genes associated with these pathways are commonly up-regulated in both bleomycin-induced and clinical fibrosis. As an attempt to “back-translate” signatures between clinical and *in vivo* datasets, GSEA also revealed that gene sets defined by changes in the clinical IPF datasets were enriched within the expression profiles of lung samples generated from the bleomycin model (data not shown). These results further highlight commonalities in genes altered in response to bleomycin treatment with those altered in clinical IPF samples.

**Figure 6:**
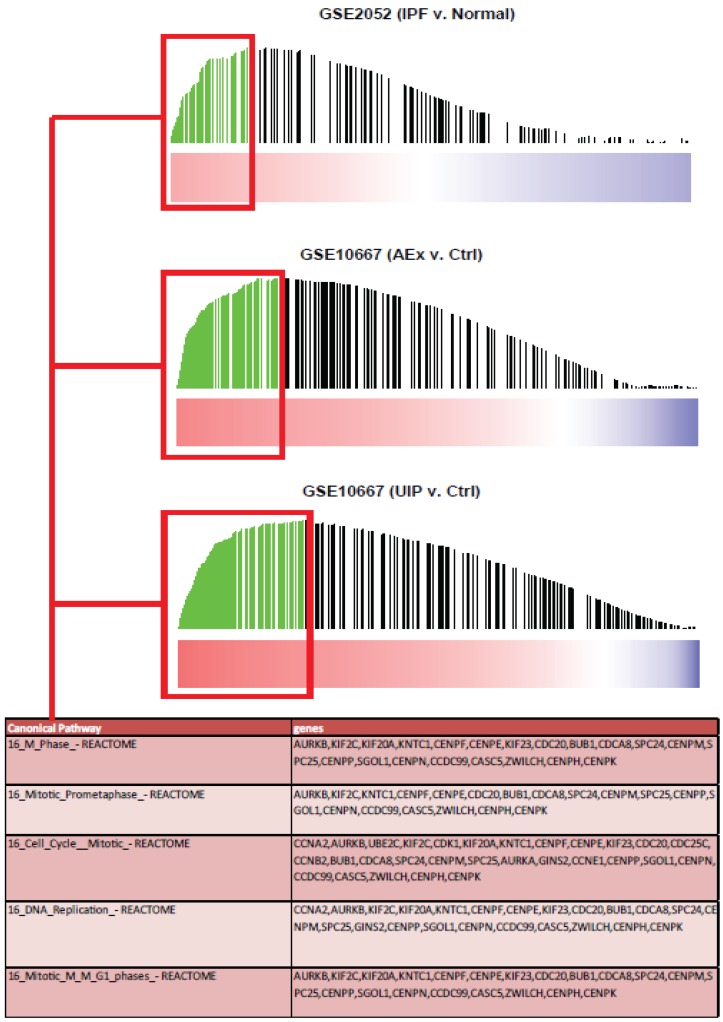
Analysis of leading edge gene subsets from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF comparisons from two clinical cohorts (GSE2052, GSE10667). Red-blue color bars denote genes ranked based on fold-change and FDR in IPF vs. non-IPF comparisons within datasets. Each vertical bar corresponds to bleomycin-induced genes from the 14 day time point, with bar height corresponding to running enrichment score calculated in GSEA. Green bars correspond to genes in the leading edge subset, or those genes contributing most to enrichment of the gene set in human samples. A union of the leading edge gene subsets from the 3 enrichment analyses of IPF vs. non-IPF clinical samples was subsequently compared against canonical pathways to determine enriched pathways of bleomycin genes most altered in clinical IPF. The table illustrates the top 5 canonical pathways enriched among the leading edge gene subsets.

### Mitotic Signatures Up-regulated in Fibroblasts from IPF Patients with Rapidly Progressing Disease

Next, we prospectively compared the gene expression profiles of fibroblasts obtained from patients with rapidly progressing and slowly progressing IPF to fibroblasts obtained from non-IPF control subjects, as these cells are centrally involved in the disease pathogenesis [1], [9]. As observed in the lung tissue profiles from our bleomycin model and the publicly available IPF datasets, mitotic processes were significantly increased in the fibroblasts from rapidly progressing IPF patients (Table 1), whereas the same cell cycle related processes were not altered in the fibroblasts from slowly progressing IPF patients relative to non-IPF control subjects. Among the top 25 significantly up-regulated canonical pathways from each comparison shown in Table 1 (i.e. rapidly progressing IPF versus non-IPF and day 14 post-bleomycin versus saline time-matched control), 16 were in commonly up-regulated in both systems. All 16 pathways involved cell cycle processes.

**Table 1:** Mitotic pathways are activated in both the bleomycin model and IPF patient fibroblasts.

Pathways commonly altered in both comparisons:	Fibroblasts - Rapid progressing IPF vs Non-IPF		Lung tissue - Bleomycin- vs Saline-treated	
*Canonical Pathways from Reactome*	*P.value-Fibroblast*	*FDR.value-Fibroblast*	*P.value- Bleo*	*FDR.value-Bleo*
ACTIVATION_OF_ATR_IN_RESPONSE_TOREPLICATION_STRESS	0	0	0	0
ACTIVATION_OF_THE_PRE_REPLICATIVECOMPLEX	0	0	0	0
CELL_CYCLE__MITOTIC	0	7.01E−05	0	0
CELL_CYCLE_CHECKPOINTS	0	0	0	0
CHROMOSOME_MAINTENANCE	0	0	0	6.78E−05
DNA_REPLICATION	0	0	0	0
DNA_REPLICATION_PRE_INITIATION	0	0	0	6.46E−05
DNA_STRAND_ELONGATION	0	0	0	0
EXTENSION_OF_TELOMERES	0	0.00107858	0	0.000833
G1_S_TRANSITION	0	0	0	0
G2_M_CHECKPOINTS	0	0.000983	0	0
M_G1_TRANSITION	0	0	0	0.000182
MITOTIC_G1_G1_S_PHASES	0	0	0	0
MITOTIC_M_M_G1_PHASES	0	0	0	0
S_PHASE	0	0	0	0
SYNTHESIS_OF_DNA	0	0	0	0

Overlapping enriched canonical pathways from gene set enrichment analysis of two studies: 1) cultured fibroblasts from rapid versus non-IPF subjects, and 2) lung tissue from bleomycin versus saline treated mice 14 days post-treatment. Nominal p-values and false discovery rates (FDR) indicate significance of enrichment of canonical pathways in each analysis.

### Effect of TGFβRI Inhibition in the Bleomycin Model

Given that several pathways associated with fibrotic processes were elevated in response to bleomycin-induced lung injury, we wanted to assess whether TGFβ was the dominant driver of fibrosis in this model. To this end, we assessed an ALK-5 inhibitor, SB525334, under both prophylactic and therapeutic conditions. SB525334 significantly inhibited bleomycin-induced fibrosis changes under both conditions (Figure 7A and 7B). The maximal effect we observed was approximately a 68±7% reduction in lung fibrosis when dosed prophylactically and a 78±2% reduction when dosed therapeutically. Of note, the dose used was twice as high as the dose that has been previously used to achieve maximal effects in other models of lung remodeling [4], [10]. Additionally, the plasma levels of SB525334 reached maximal levels 5 days after the introduction of the compound-chow diet (Figure S10). The peak plasma levels were clearly several fold above SB525334’s reported IC50 (∼30–100 nM) in a cellular assay [11].

**Figure 7:**
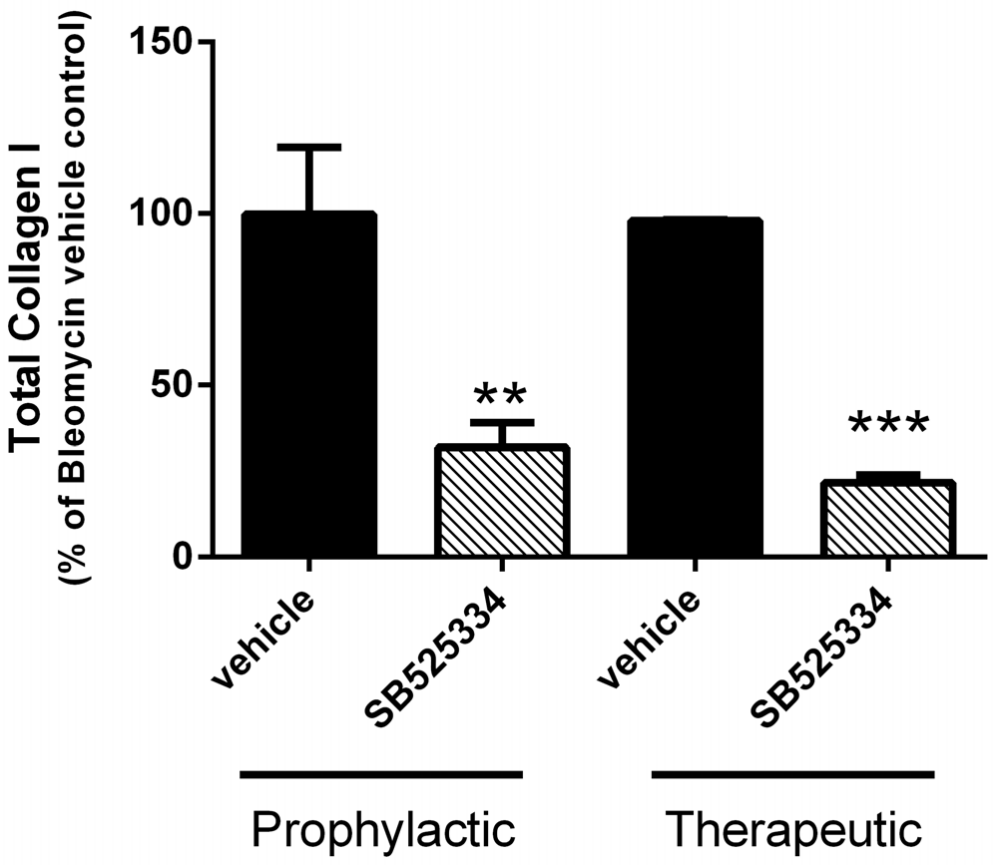
The ALK-5 inhibitor, SB525334, attenuates bleomycin-induced lung fibrosis. SB525334 was administered prophylactically (**A**) or therapeutically (**B**) at a dose of 60 mg/kg in chow beginning 1 day prior or 5 days after bleomycin instillation, respectively. SB525334 inhibited the lung fibrosis under both dosing conditions. Data are expressed as a percentage of the total collagen I stained area in the bleomycin vehicle control group ± SEM of n = 10–12 bleomycin treated mice in the prophylactic study and n = 6–9 in the therapeutic study. Saline treated control groups consisted of n = 5–7 mice. Significance (relative to the bleomycin vehicle control) was determined using a 2-tailed t-testand is denoted as **p<0.01 or ***p<0.001.

## Discussion

The data presented in this manuscript provide clear evidence that the bleomycin model of lung fibrosis induces molecular changes directly relevant to IPF and in particular may be more relevant for modeling “active” rather than slowly progressing disease. Additionally, these data indicate that there are multiple pathways involved in eliciting the pathophysiological changes in the model that are consistent with those observed in the lungs of patients with IPF. As such, it would appear that therapies aimed at affecting several of these key signaling networks either by targeting “nodes”, using combination therapy approaches, or broad spectrum inhibitors of key enzymes may be the only means of making a significant impact on disease progression in all patients with IPF.

The response to bleomycin occurred in three distinct phases, which we have termed the (1) inflammation phase, (2) active fibrosis phase, and (3) late fibrosis phase. The inflammation phase was largely characterized by the presence of neutrophils in the airways and the increased expression of immune processes in the lung tissue. While some have proposed that neutrophils may be playing a role in IPF [12], it is clear from our data that the molecular changes occurring during this phase of the response did not correlate to molecular changes observed in the lung tissues of IPF patients. These observations would support the hypothesis posed by others [3] that targeting mechanisms occurring during this phase of the response are not likely to translate into a therapeutic benefit in the clinic. Thus, the testing of candidate therapies prophylactically in this model may have provided misleading data that resulted in several failed clinical trials – the major criticism of the bleomycin model.

Another commonly stated limitation of the bleomycin model is that the fibrosis is not progressive and in fact, resolves with time. Interestingly, we observed that there was still measureable fibrosis and changes in pulmonary mechanics in the late fibrosis phase (out to 5 weeks post-bleomycin). Furthermore, we took samples 56 days after bleomycin instillation in a separate study (data not shown) and measureable fibrosis was still present contrary to previous reports and dogma [13]. That said, one limitation of this model is the fact that the fibrosis is not progressive and as such, the impact the fibrosis has on pulmonary mechanics is limited. While we can consistently observe changes in lung tissue elastance (*H*) and our new measure of WoI [14] during the fibrotic phases of the response to bleomycin, the changes are not as substantial as in the human disease and do not appear to get worse with time [15]. The lack of substantial changes in lung mechanics is likely due to the significant reserve functional capacity of rodents’ lungs. As a way of pushing the system, we chose to measure exercise capacity (running on a treadmill), which showed some promise for longitudinally tracking progressive changes in the physiological functioning of the animals. This method allowed us to assess the maximum capacity of the cardio-respiratory system, which obviously takes more than pulmonary function into account; however, it may provide great utility because it is clinically relevant, non-invasive, and allows investigators to select and subsequently randomize animals into treatment groups. The latter may improve the design of efficacy studies given the fibrosis (and hence functional change) induced by bleomycin appears to progress at slightly different rates amongst animals; an observation that was also evident from the hierarchical clustering analysis of the microarray data.

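The spread of collagen and mitosis genes among the bleomycin mice of a day was compared with that among saline mice. For each mouse the level of every member was expressed in standard deviations of the saline mice of its day, and the mean over the members was its score. At day 28 the collagen scores of 8 bleomycin mice ran from -0.485 to 1.53, with a mean absolute deviation from the median of 0.666, against 0.2 in 8 saline mice. At day 35 they ran from -0.483 to 2.74, and 5 of 8 mice lay above every saline mouse. The mitosis scores of day 21 ran from -0.261 to 6.5, with a deviation of 1.63 against 0.455 in saline mice, and those of day 35 from -5.22 to 8.8. This scaling by itself favors a larger deviation in bleomycin mice, which was the larger one in 67.8% of simulated comparisons of groups with equal spread when the members varied independently and in 55.4% when they were correlated at 0.6. With the mean log2 level as the score, without scaling and chosen after these results were seen, the deviation of the bleomycin mice was larger in 12 of 14 pairs of a list and a day, not for the collagens of day 7 or the mitosis genes of day 1, and 0 passed at an adjusted p under 0.05. By an exact permutation test of the difference in deviation of the scaled scores 0 of the 14 pairs passed at an adjusted p under 0.05 and 2 had an unadjusted p under 0.05, the lowest for the collagens of day 28 (p = 0.00855, adjusted p = 0.12). For the mitosis genes of day 21 the exact p was 0.135 (adjusted p = 0.334). On simulated scores with a 4-fold larger spread and group means far apart this test found a difference in 0% of runs, so it could not detect a larger spread on the days of the strongest response. An exact permutation of the deviations from each group's own median, chosen after these results were seen, also passed 0 pairs, with 4 at an unadjusted p under 0.05.

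**Figure D4:**
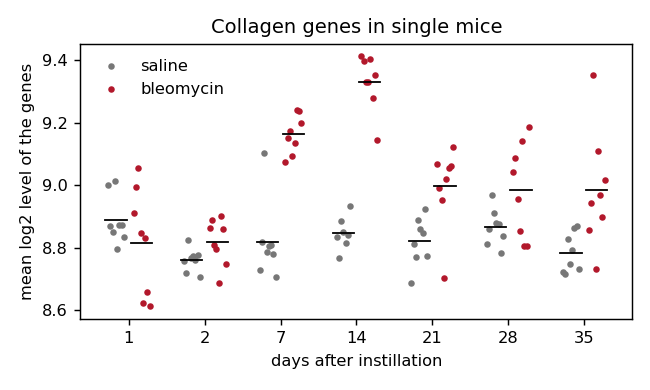
Mean log2 level of the 41 collagen chain genes (vertical axis) in each mouse by day after treatment (horizontal axis), with points for bleomycin and saline mice and lines at the group means. All 8 bleomycin mice lie above every saline mouse at day 14, and 4 of 8 do at day 28.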

As an attempt to improve the single challenge system we performed repetitive bleomycin instillations, but found that repetitive exposures provided no additional value in terms of producing a more substantial or progressive fibrotic response in the lung. The one difference to the single challenge model was that epithelial remodeling was more evident at most of the time points assessed in the repetitive challenge system. Epithelial remodeling in IPF is associated with the deterioration of the lung parenchyma and the honeycombing pattern of the lung characteristic of IPF [16]. That said, these changes were still observable in the single challenge model especially at later time points (i.e. day 35). At present, we cannot explain the differences between the data we report to those reported by Degryse and colleagues who first described this chronic bleomycin model protocol [6]. It is possible that a slightly different method of delivery (i.e. our use of a microspray device) or source of bleomycin may be a reason for some of the differences observed. That said, given the laborious nature of the repetitive model, our data would indicate that there is no significant advantage to using this system over the single challenge model.

The most interesting observations from these studies occurred during the active fibrosis phase of the response to bleomycin. This phase was characterized by increased levels of (protein and lipid) pro-fibrotic mediators associated with increased matrix deposition in the lung that correlated with alterations in pulmonary mechanics. These changes were also temporally correlated with the increased expression of a variety of fibrosis-related gene sets including TGFβ signaling, matrix proteases, and structural proteins – observations that confirm previous findings reported by others [17]–[19].

Here, we have shown for the first time a direct correlation between the molecular changes observed in the lungs of bleomycin-treated mice and patients with IPF using novel translational and quantitative bioinformatics approaches. GSEA allows one to define gene signatures from one experimental system and subsequently quantify whether that signature is enriched in another biological system. The gene sets defined by changes during the active fibrosis phase (days 7–14) of the mouse bleomycin model generated the highest enrichment scores amongst the samples from IPF patients obtained from two separate publicly available data-sets. In fact, the changes occurring in the late fibrosis phase were also enriched in the clinical samples, an observation that is consistent with the lack of fibrosis resolution at these later times. To understand the biology behind the correlative gene changes, we overlapped a union of the leading edge gene lists with canonical signaling pathways. Interestingly, the leading edge genes were largely involved in mitotic processes likely due to the proliferation of mesenchymal cells. Additionally, there were changes in signaling pathways (PDGF, syndecans, and integrins) associated with fibroblast proliferation and signaling in response to changes to the extracellular matrix. These data highlight the multifactorial molecular mechanisms involved in the pathogenesis of IPF [1], [9], [20].

Although these are interesting observations, additional clinical information such as lung function data, high resolution computed tomography scores, and rate of disease progression associated with publicly available clinical datasets would improve the interpretation of these datasets. Such information would provide greater insights about whether these molecular changes that correlate with the model are generic amongst all IPF patients or whether the correlation is strongest within certain IPF patient sub-populations. Interestingly, many of the overlapping changes between the model and clinical samples were likely to be due to changes in fibroblast activation and proliferation. These same processes were enriched in fibroblasts isolated from the lungs of IPF patients with rapidly progressing disease. Surprisingly, these processes did not appear to be altered when comparing fibroblasts from patients with slowly progressing IPF to non-IPF controls. Together, these observations would suggest that the bleomycin model may be more effective at mimicking active disease processes that may be more associated with patients with a rapidly progressing disease course. That said, there are caveats to these data that need to be taken into account. First, the patients’ cells are not freshly isolated or laser capture microdissected, but rather they have been in culture for several passages, which may confound interpretation. Second, the controls are not healthy individuals, but cancer patients undergoing lung resection. Finally, these data were generated from 4–6 patients within each group and additional biological replicates would improve confidence in these observations. That said, it is still very interesting to note that the cells from the rapidly progressing IPF patients do have enhanced responses to PDGF (proliferation, migration) and TGFβ (contraction, cytokine production), whereas these responses are not as profoundly altered in fibroblasts from slowly progressing IPF patients relative to the non-IPF controls (*Budd et al, under review*). Additionally, the cells from rapidly progressing patients are able to induce substantial lung fibrosis when injected into immunocompromised mice (versus a mild response when using slowly progressing IPF patient fibroblasts) [21], indicating that the cells from these patients retain a phenotype with greater pathogenic potential.

Another interesting observation worth noting was from the GSEA of the TGFβ, protease, and matrix protein gene sets in the clinical data-sets. Unlike the protease and matrix protein gene sets that were consistently up-regulated in all of the IPF patient data-sets, the TGFβ up-regulated gene set (comprised mainly of positive regulators of the TGFβ pathway) was only enriched in the IPF patients who had experienced an acute exacerbation compared to non-IPF control subjects, possibly indicating its importance in active disease. Similarly, the down-regulated TGFβ gene set (comprised mainly of negative regulators of the TGFβ pathway) was only down-regulated in one clinical data-set. Although no one would discount TGFβ’s contribution to the lung remodeling associated with IPF, it does highlight the fact that it is unlikely to be the only pathway driving disease pathogenesis. These observations are also consistent with the data demonstrating that the ALK-5 inhibitor, SB525334, was not capable of fully blocking the fibrotic response elicited by bleomycin. This molecule consistently attenuates the response in our laboratory as well as in others [4], and the inability to completely inhibit the fibrotic response is consistent with other genetic approaches that have targeted key elements of the TGFβ signaling pathway [22], [23]. Collectively, these data suggest that additional pathways [24] are also likely to contribute to the IPF-like pathologies that develop in this model, which is consistent with our observations that other pro-fibrotic mediators (e.g. LPA) and pathways (e.g. Wnt, PDGF) are up-regulated during the fibrotic phases of the response to bleomycin. Therefore, one question posed by these data: How much of an impact on lung fibrosis does a molecule need to achieve in this model in order for the effect to be observable clinically?

The data described in this paper contradict current dogma and suggest that bleomycin is able to induce clinically meaningful molecular responses in the lungs of mice. Using innovative bioinformatic approaches we directly linked the molecular changes occurring in the bleomycin model to those occurring in the lungs of IPF patients in a quantitative manner. Genes involved in mitotic processes were expressed at higher levels in lung tissues from bleomycin-treated mice and IPF patients as well as fibroblasts isolated from IPF patients with rapidly progressing disease. These data along with pharmacological data indicate that bleomycin triggers complex, multifactorial (TGFβ dependent and independent) responses that result in pathophysiological changes in mice that are consistent with IPF. Furthermore, our analysis suggests that the changes in this model best represent changes occurring in patients with active (i.e. rapidly progressing) disease.

## Materials and Methods

### Animals

Male C57BL6/J mice (7–9 weeks old) were purchased from the Jackson Laboratory (Bar Harbor, ME), housed under pathogen-free conditions with food and water *ad libitum*. All animal care and experimental procedures were approved by the Roche Animal Care and Use Committee, which is a facility accredited by the American Association for the Accreditation of Laboratory Animal Care (AAALAC).

### Administration of Bleomycin

Bleomycin sulphate (MP Biomedicals, Solon, OH, USA) was dissolved in 0.9% saline and loaded into a IA-1C liquid MicroSprayer (PennCentury, Wyndmoor, PA, USA) as previously described [25]. For dose response studies bleomycin (1–5 U/kg) in 50 μl was intratracheally sprayed into mice lightly anaesthetized with isoflurane (5% in 100% O2). Control animals received 50 μl of 0.9% saline. For the single challenge model time course study, animals were administered bleomycin (2 U/kg) once. For the repetitive challenge time course study, animals were administered bleomycin (2 U/kg) every other week for a total of 8 doses. For efficacy studies, the normal chow diet was replaced with Purina Rodent Chow #5001 mixed with SB525334 starting on 2 days (prophylactic) or 5 days after (therapeutic) bleomycin administration (2 U/kg). The formulation contained 999.200 g of Purina Rodent Chow #5001, 0.5 g of SB525334, and 0.3 g FD&C Red Dye #40 to achieve a daily dose of 60 mg/kg. Control groups received Purina Rodent Chow #5001. Animals remained on this diet every day until the end of the study (day 21 post-bleomycin administration).

### Lung Function

Invasive lung function measurements were taken at specified time points following saline or bleomycin administration as previously described [25]. Briefly, mice were anesthetized with 2.5 mg sodium pentobarbital (Abbott Labs, IL), and the trachea cannulated. Animals were mechanically ventilated using a computer-controlled piston ventilator (flexiVent, SCIREQ Inc., Montreal, Canada; tidal volume = 10 ml/kg, respiratory rate of 150 breaths/min, 3 cmH_2_O positive end-expiratory pressure).

### Measuring Exercise Capacity

Exercise capacity was measured based on a method previously published by Koch and colleagues [26] with minor modifications. Briefly, animals were trained on the treadmill a week prior to the first exercise test. To test exercise capacity animals were placed on a treadmill at a 5% incline at a speed to 10 m/minute and the speed was increased 1 m/minute every 4 minutes of the test until exhausted, which was defined as the third consecutive time the animal fell onto the stimulus grid for more than 2 seconds. Baseline exercise capacity for each mouse was assessed 2 days prior to either saline or bleomycin administration and then once weekly after administration at days 6, 12, and 19 post-instillation.

### Bronchoalveolar Lavage Cell and Mediator Assessment

Immediately following lung function measurements, mice were exsanguinated, bronchoalveolar lavage fluid (BALF) was collected, and total and differential cell counts were performed, as previously described [25]. Samples were centrifuged (300×g) and the remaining BALF supernatants were stored at −80°C until analyzed for cytokine and chemokine levels using MSD multiplex kits (Gaithersburg, MD) and Millipore immunoassay kits (Billerica, MA) following the manufacturer’s protocol. An LC-MS/MS method was developed for the analysis of Lysophosphatidic Acid (LPA) forms (i.e. 16:0, 18:0, 18:1, and 20:4) in BALF. The standard addition spike-in range is 10–500 ng/mL into blank BALF. The extraction method consists of a liquid-liquid extraction of ionization-interfering matrix components into MtBE and away from the BALF sample which is then extracted by protein-precipitation with methanol. Samples are directly injected onto a reverse phase HPLC column for separation of the analytes, which are then introduced to the mass spectrometer by electrospray ionization, and analyzed by MS/MS. Standard addition determinations of the individual endogenous LPA concentrations are made, followed by correction of the standard curve, and finally quantitation of the individual sample concentrations using linear, 1/×2 regression.

### Assessment of BALF Hydroxyproline Levels

For the analysis of 4-hydroxyproline (HP), BALF samples were extracted with acetonitrile at volume of 1:6, respectively. After centrifugation, acetic acid (0.1% in water) was then added to the supernatants at volume of 1.5:1, respectively. Samples were mixed and centrifuged before injection for LC/MS/MS analysis. LC/MS/MS analysis was conducted by gradient HPLC with selective reaction monitoring (SRM). The calibration range was 40- 2,000 ng/ml. Since the control BALF matrix contained a basal level of HP (approximately 200 ng/mL), the calibration curve is corrected with the basal concentration determined by the standard addition. The LC/MS/MS system used for the analysis consisted of an AB-Sciex API4000 with an electrospray source connected to an Agilent 1200 pump, an Waters 2777 autosampler, and an Agilent 1100 series column oven. Chromatographic analysis was conducted by HILIC HPLC with an Ascentis Express HILIC (30×2.1 mm, 2.7 um) column. The SRM transition is m/z 132 to m/z 41.

### Histology

After performing lung function measurements, whole lungs (that were not subject to bronchoalveolar lavage) were inflated under 25 cm H_2_O pressure with 10% neutral buffered formalin through the tracheal cannula and immersed in formalin for at least 24 h. After being processed into paraffin blocks, the lungs were sectioned (5 µm) and stained with either hematoxylin and eosin (H&E) or immunolabeled with an anti-collagen I antibody (rabbit polyclonal, Genetex Inc., Irvine, CA), to assess fibrotic changes in the lungs as previously described [25], [27], with minor differences. To determine the fibrosis histopathology score for the lung of each mouse, the entire left and right longitudinal lung sections (at the level of tracheal bifurcation) were scored separately at 100X magnification and the scores were combined (total score range 0–8). Grading criteria were as follows: Grade 0 = no apparent fibrosis; Grade 1 = minimal fibrosis with rare foci of mostly interstitial alveolar septal fibrosis affecting less than 5% of the entire lung section; Grade 2 = mild fibrosis characterized by multiple foci with thickening of alveolar septa by fibrosis and progressing to regions with fibrous deposition within the alveolar spaces with some damage to the alveoli, affecting 5–25% of the entire lung section; Grade 3 = moderate fibrosis with multiple or single coalescing large areas of fibrosis effacing the alveoli with definitive damage to pulmonary architecture, affecting 25–50% of the entire lung section; Grade 4 = marked fibrosis with severe distortion of pulmonary parenchyma by large contiguous fibrous areas, affecting 50–75% of the entire lung section; Grade 5- massive pulmonary fibrosis similar to Grade 4 affecting 75–100% of the entire lung section. In these studies, there were no samples with fibrosis that warranted a score of Grade 5; therefore, the scores are reported as being from 0–8 for each study. For collagen I IHC quantification, glass slides were scanned at 20X using a Zeiss Mirax scanner (Carl Zeiss Microimaging, Thornwood, NY), and digital slides generated were analyzed using Definiens Tissue Studio software (Definiens, Munich, Germany). For the analysis we developed a computer-based algorithm to automatically identify only parenchymal lung areas for analysis and quantification of collagen I immunolabeling in areas with fibrosis. Numerical results were expressed as percentage of positively-labeled area (area of collagen I labeling/parenchymal tissue reference area).

Additionally, staining for alpha-smooth muscle actin (Thermo Scientific, Freemont, CA), and heat-shock protein-47 (HSP-47) (clone EPR4217, Epitomics, Burlingame, CA) was done using a 3-step biotin-streptavidin-HRP detection method, and DAB (3,3-diaminobenzidine) as the detection chromogen. Tissue sections were counterstained with hematoxylin, dehydrated, and mounted with Permount mounting media.

### Genomic Profiling of Bleomycin and Saline Treated Mouse Lung Tissue

Total RNA was isolated from the lung tissue of bleomycin and saline treated mice across 7 time points (1, 2, 7, 14, 21, 28, and 35 days, n = 8 per group). The mice used for genomic profiling were not used for measuring lung function, performing bronchoalveolar lavage, and they were not used for histopathology analysis. The entire left and right lung tissues were homogenized in QIAzol reagent. Purified total RNA was amplified and labeled using NuGen Ovation kits (NuGEN Technologies, Inc., San Carlos, CA) and samples were hybridized to Affymetrix Mouse 430 2.0 arrays. Array washing, staining and scanning was performed according to standard Affymetrix protocols (Affymetrix Inc., Santa Clara, CA). Probe level data was curated by first mapping individual probe sequences to their most current mouse genome sequences. Probes which were non-uniquely mapped to specific genes or contained outdated mappings were discarded, and the remaining probes were summarized into probesets and normalized using RMA. Potential outlier samples were assessed using principal component analysis (PCA) on all normalized probesets across all samples, resulting in 1 sample (saline, day 14) being removed from subsequent analysis. Probes level data was subsequently summarized to unique genes based on a variance filter, yielding one expression value per unique gene across 111 samples. Mouse genes were then mapped to their human orthologs for subsequent pathway analysis. This resulted in 14643 unique mouse genes which mapped to human orthologs and were subsequently used for analysis. All data is MIAME compliant and all raw.CEL files from the arrays are deposited in NCBI’s GEO database (GSE40151).

Differentially expressed genes were determined using an ANOVA, with pairwise comparisons between bleomycin and saline treatment at each time point. P-values for differentially expressed genes in pairwise comparisons were adjusted using a Benjamini-Hochberg correction to account for multiple hypothesis testing [28]. Genes that were significantly altered at least 2-fold between bleomycin treatment and saline controls (False discovery rate, FDR <0.05) were considered to be differentially expressed. Unsupervised hierarchical clustering was performed on the union of differentially expressed genes (DEGs) between bleomycin and saline-treated samples across all time points to determine phases of response to bleomycin treatment. Common and unique genes between these phases of response were determined for each phase by taking the union and intersection of differentially expressed genes. Unsupervised hierarchical clustering was performed on a union of DEGs between bleomycin and saline treatments across all time points. A total of 730 genes were clustered across all mouse samples to determine phases of genomic response to bleomycin treatment and links between responses observed at the gene expression and protein level.

### Gene Ontology and Pathway Analysis

Gene ontology (GO) functional analysis and pathway enrichment analysis were performed on DEGs between saline and bleomycin treated mice at each time point using internally curated GO biological process annotations. Similarly, pathway enrichment for all DEGs was determined using internally curated data from the NCI Pathway Interaction Database (http://pid.nci.nih.gov/index.shtml). This repository includes pathway data imported from BioCarta and Reactome. Enrichment of functional ontologies and pathways for all DEGs was determined by a hypergeometric test, with p-values and FDR calculated to determine significance of enrichment.

Additional sets of genes from representative gene families or pathways of interest were examined in expression data from bleomycin and saline treated mice using supervised hierarchical clustering to determine sets of genes within pathways or gene families which were commonly expressed across samples. Pathways and gene families considered included metalloproteases (MMPs, ADAMs), collagens (COLs), TGFβ signaling (a gene set manually curated from the literature), alternative macrophage activation, Wnt signaling, and an *in vitro* PI3-kinase gene set from a previous study [29].

### Gene Set Enrichment Analysis of Custom Inflammatory Gene Signatures

Gene set enrichment analysis (GSEA) [29] was used to determine enrichment of in vivo bleomycin signatures in two clinical IPF gene expression datasets available in the Gene Expression Omnibus (GEO): GSE2052 [7] and GSE10667 [8]. Comparisons involving IPF subjects within each clinical dataset were used to determine whether genes altered in response to bleomycin treatment in mice were also similarly changed in human subjects with stable IPF and acute exacerbations of IPF compared to non-diseased controls. Briefly, enrichment of bleomycin gene sets was calculated against all genes within each clinical IPF dataset, ranked based on a composite score of fold-change and FDR differences between disease subgroups within each dataset. FDR values were determined for gene set enrichment by permuting genes within gene sets.

Clustering analysis was subsequently performed on leading edge genes from GSEA, in order to more closely examine genes within bleomycin signatures most contributing to enrichment of the signatures in clinical datasets. A union of leading edge genes from GSEA of IPF versus control comparisons from two datasets (GSE2052 and GSE10667, in which IPF subjects had no other known co-morbidities) was compiled and expression of these genes was assessed in the two clinical datasets with IPF-only subjects versus controls.

In addition, GSEA was used to determine enrichment of genes differentially expressed in clinical IPF datasets in bleomycin versus saline treated mice. DEGs were determined in each IPF dataset between IPF and non-IPF groups (IPF vs. normal from GSE 2052, UIP vs. Control and Acute exacerbators vs. Control from GSE10667). DEGs were determined based on being 1.5-fold altered between groups with an FDR <0.05. A union of DEGs from comparisons in each dataset was compiled resulting in two gene sets consisting of 30 genes (21 up-regulated in IPF, 9 down-regulated in IPF). Enrichment of these gene sets was determined against genes from each time point in the mouse bleomycin data, ranked based on a composite of fold-change and FDR differences between bleomycin and saline treated samples per time point, with FDRs of gene set enrichment determined as described above.

GSEA was also used to determine enrichment of internally curated canonical pathways from the NCI Pathway Interaction Database in both the mouse bleomycin and cultured human fibroblast datasets. Canonical pathways enriched in the bleomycin dataset were defined by ranking genes based on a composite score of fold-difference and FDR between bleomycin and saline-treatments for the 14 day time point (active fibrosis phase). Canonical pathways were then used as gene sets for GSEA, with FDR values being determined for gene set enrichment by permuting genes. Canonical pathway enrichment was similarly determined in the fibroblast dataset by generating ranked gene as described above in rapid progressing IPF vs. non-IPF samples. Significantly enriched canonical pathways (p<0.05, FDR <0.05) were then compared between the bleomycin-treated 14 day time point and fibroblasts from rapid progressing IPF patients.

### Genomic Profiling of Cultured Fibroblast Cell Lines

Primary cultures of LFs were isolated from the distal parenchyma of patients from unaffected donor controls (lung cancer patients) and patients with IPF as previously described [30], [31]. All fibroblast cell lines were completely de-identified from the patients they were grown from prior to characterization in this study. The IPF lung tissue was obtained and the diagnosis of Usual Interstitial Pneumonia (UIP)/IPF achieved as previously outlined [31]. Normal human lung tissue was obtained from macroscopically tumor-free lung resections of patients with lung cancer. The human lung tissue collection was approved by the ethics committees of all institutions involved. In this study we characterized fibroblasts cell lines originated from 14 donors across 3 phenotypes: non-IPF control (n = 4), stable IPF (n = 6), and rapidly progressing IPF (n = 4) subjects. Cells from these lines were plated and passaged (up to the 11th passage). Messenger RNA from harvested cells from each cell line across these phenotypes was isolated and homogenized in QIAzol reagent. Purified RNA was then amplified and labeled using NuGen Ovation kits (NuGEN Technologies, Inc., San Carlos, CA), and subsequently hybridized to Affymetrix HG-U133 plus 2.0 microarrays. Array washing, staining and scanning was performed according to standard Affymetrix protocols (Affymetrix Inc., Santa Clara, CA). Probe level data was curated by first mapping individual probe sequences to their most current genome sequences and removing probes expressed below a defined background expression level. Probes which were non-uniquely mapped to specific genes or contained outdated mappings were discarded, and the remaining probes were summarized into probesets and normalized using RMA. Probes level data was subsequently summarized to unique genes based on a variance filter, yielding one expression value per unique gene across all 14 samples. This resulted in 12018 unique genes used for subsequent analysis. All data is MIAME compliant and all raw.CEL files from the arrays are deposited in NCBI’s GEO database (GSE44723).

### Additional Statistical Analysis

Data are expressed as mean ± SEM unless specified otherwise. Unless stated otherwise elsewhere in the methods, statistical analyses of time course studies were determined using a Student’s t-test using GraphPad Prism (version 5.03).

## Supporting Information

Figure S1 **Bleomycin induces dose-dependent increases in lung fibrosis.** Fibrosis scores evaluated in H&E stained lung sections 21 days after a single instillation of bleomycin. Data expressed as mean ± SEM of n = 8 except for the 5 U/kg group where n = 5. Significance relative to the saline treated was determined using a one-way ANOVA and Dunnett’s post-hoc test and is denoted as, *p<0.05; or ***, p<0.001.
(TIF) Click here for additional data file.

Figure S2 **Bleomycin induces inflammatory cell infiltrate in the airways of mice.** The numbers inflammatory cells increase in the BALF fluid after a single (**A** – **C**) or repetitive (**D** – **F**) bleomycin (black bars) or saline (white bars) administration. Differential cell counts revealed that neutrophils (**A** and **D**), lymphocytes (**B** and **E**), and macrophages (**C** and **F**) were all elevated in the BALF. Data are expressed as mean ± SEM of n = 7–8 mice. Significance (relative to the time-matched control at each time point) was determined using a Student’s t-test and is denoted as follows: *p<0.05; **p<0.01; and ***p<0.001.
(TIF) Click here for additional data file.

Figure S3 **Bleomycin induces collagen deposition in the lung.** Measureable changes in matrix remodeling were observable after a single (**A** and **B**) or repetitive (**C** and **D**) bleomycin (black bars) or saline (white bars) administration. Lung collagen (**A** and **C**), and BALF hydroxyproline levels (**B** and **D**) were all elevated in response to bleomycin. Data are expressed as mean ± SEM of n = 7–8 mice. Significance (relative to the time-matched control at each time point) was determined using a Student’s t-test and is denoted as follows: *p<0.05; **p<0.01; and ***p<0.001.
(TIF) Click here for additional data file.

Figure S4 **Changes in lung mechanics correlate to changes in lung fibrosis.** Changes in *H* (**A**) and volume normalized work of inflation (WoI) (**B**) after a single bleomycin instillation significantly correlated to the amount of lung tissue stained positive for collagen I as determined by Pearson correlation coefficients (R). The correlations for *H* (**C**) and WoI (**D**) with collagen I were similar after repetitive bleomycin instillations.
(TIF) Click here for additional data file.

Figure S5 **Bleomycin increased collagen deposition and myofibroblast activation.** Serial lung tissue sections from one representative animal illustrate that areas positive for collagen I (**D**) were also positive for α-smooth muscle actin (**E**), as well as HSP47 (**F**). As a reference, sections from saline treated animals stained for collagen I (**A**), α-smooth muscle actin (**B**), and HSP47 (**C**) are also shown. Images were captured at 200X magnification.
(TIF) Click here for additional data file.

Figure S6 **Exercise capacity is reduced in bleomycin treated mice.** The exercise capacity of mice treated with saline (filled circles) or 2 U/kg bleomycin (filled squares) was measured on a motorized treadmill. Data expressed as mean ± SEM of n = 19–20. Significance relative to the saline treated was determined using a one-way ANOVA and Dunnett’s post-hoc test and is denoted as, *p<0.05; or ***, p<0.001.
(TIF) Click here for additional data file.

Figure S7 **Bleomycin induces cytokine, chemokine, and pro-fibrotic mediator secretion in the BALF.** BALF levels of KC (A), IL-16 (B), CCL17 (TARC) (C), total IL-12 (D), TGFβ (E), and LPA (18:1 isoform) (F)were measured. Saline treated controls represented by white bars and bleomycin treated animals by black bars. The following cytokines had no measurable change: IFN-g, TNF-α, IL-1β, IL-2, IL-4, IL-5, IL-10, GM-CSF, VEGF, IL-13, IL-17 (data not shown). Data are expressed as mean ± SEM of n = 8 mice. Significance (relative to the time-matched control at each time point) was determined using a Student’s t-test and is denoted as, *p<0.05.
(TIF) Click here for additional data file.

Figure S8 **Supervised hierarchical clustering of custom panels of genes across all mouse samples.** Clustering of genes was performed for a panel of (**A**) genes involved in Wnt signaling, (**B**) genes altered downstream of PI3 kinase, and (**C**) genes involved in alternative macrophage activation**. S**amples are ordered based on treatment and time point.
(TIF) Click here for additional data file.

Figure S9 **Heatmap of gene set enrichment of custom signatures in clinical IPF datasets.** GSEA was performed for gene sets of custom gene panels from fibrosis-related mechanisms including MMP, LOXL, collagen, and TGFβ signaling. Enrichment of each gene set (denoted in rows) was determined against ranked lists of genes from clinical datasets comparing IPF vs. non-IPF conditions from two datasets (GSE2052, GSE10667, denoted in columns). Enrichment scores were plotted in a heatmap where gene sets enriched in IPF samples (nominal p<0.05, FDR <0.25) were denoted in red while gene sets enriched in non-IPF samples were denoted in blue. Intensity of each cell was based on enrichment score (calculated in GSEA).
(TIF) Click here for additional data file.

Figure S10 Plasma exposure levels for SB525334 in bleomycin treated mice after initiating a diet using Purina Rodent Chow #5001 mixed with SB525334.
(TIF) Click here for additional data file.

Data File S1 **A union of leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667).** This alphabetized list of genes corresponds to a union of the genes highlighted in Figure 6.
(PDF) Click here for additional data file.

Data File S2 **Canonical pathways enriched among the leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667).** The canonical pathways, p value of the enrichment of leading edge genes in these pathways, and the leading edge genes contained within the pathways are highlighted in this table.
(PDF) Click here for additional data file.

# Supplementary material for: Bleomycin Induces Molecular Changes Directly Relevant to Idiopathic Pulmonary Fibrosis: A Model for “Active” Disease
**Source:** PLoS One. 2013 Apr 2;8(4):e59348. doi: 10.1371/journal.pone.0059348
**Supplement:** Data File S1 — A union of leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667). This alphabetized list of genes corresponds to a union of the genes highlighted in Figure 6.

**Data File S1.** A union of leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667). This alphabetized list of genes corresponds to a union of the genes highlighted in Figure 6.

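Of the 224 human genes listed, 211 had a mouse gene of the same symbol, or of an alternative name of it, among those measured, and 208 of them were more than 2-fold higher in bleomycin than in saline mice at day 14. Thbs2, a thrombospondin of the matrix, had a log2 fold change of 2.31 (standard error 0.23, adjusted p = 9.44e-14) at day 14, Pdgfc, a platelet-derived growth factor, 1.45 (standard error 0.17, adjusted p = 3.32e-11), and the laminin chain gene Lama1 1.98 (standard error 0.23, adjusted p = 1.2e-11). At the other days 8 (day 1), 26 (day 2), 170 (day 7), 72 (day 21), 34 (day 28) and 42 (day 35) of the 211 genes were more than 2-fold higher, and none was more than 2-fold lower on any day. The median log2 fold change over the 211 genes was 0.42 at day 2, 1.44 at day 7, 1.39 at day 14 and 0.52 at day 35. The study drew the list from genes that were induced in these same mice, so its direction here is not independent evidence. Listed are the members of those mouse gene sets that ranked furthest towards patients with idiopathic pulmonary fibrosis in a gene set enrichment analysis (GSEA) of human lung data, which were not used here.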

|          |        |         |        |          |         |          |           |           |
|----------|--------|---------|--------|----------|---------|----------|-----------|-----------|
| AADAC    | C3AR1  | CENPN   | CTSK   | FN1      | KIF20A  | NCAPG    | SAA1      | TFEC      |
| ADAM12   | CAPN6  | CENPP   | CXCL12 | FOXM1    | KIF22   | NCAPG2   | SCAMP5    | THBS1     |
| ADAMTS12 | CASC5  | CEP55   | CXCL13 | FST      | KIF23   | NEIL3    | SERPINA10 | THBS2     |
| ADAMTS4  | CCDC80 | CFI     | CYP7B1 | GAS2L3   | KIF2C   | NEK6     | SFRP1     | THBS4     |
| ANKRD34B | CCDC99 | CGREF1  | DARC   | GDF15    | KLHDC8A | NNAT     | SGOL1     | TIMP1     |
| ANLN     | CCNA2  | CH25H   | DBN1   | GIN52    | KNTC1   | NUSAP1   | SH3PXD2B  | TK1       |
| ASF1B    | CCNB2  | CHEK1   | DCLK1  | GJB3     | KYNU    | P4HA3    | SHC4      | TNC       |
| ASPM     | CCNE1  | CHL1    | DDIT4L | GJB5     | LAIR1   | PAPPA2   | SHCBP1    | TNFAIP8L1 |
| ATG9B    | CCNF   | CHSY3   | DEPDC1 | GPNUMB   | LAMA1   | PBK      | SIGLEC1   | TNFSF11   |
| ATP6V0D2 | CCNG1  | CILP    | DLGAP5 | GREM1    | LHFPL2  | PDGFC    | SLAMF9    | TPX2      |
| AURKA    | CCR5   | CKAP2L  | DSCC1  | GTSE1    | LRRC15  | PHEX     | SLC26A4   | TREM2     |
| AURKB    | CD276  | CLEC5A  | E2F7   | HMMR     | LUM     | PI15     | SLC37A2   | TRIP13    |
| BCAT1    | CDC20  | CLSPN   | E2F8   | IBSP     | MAFB    | PIF1     | SLC39A14  | TTK       |
| BHLHE22  | CDC25C | COL15A1 | ELN    | IGF1     | MARK1   | PKP1     | SLC7A11   | TUB       |
| BUB1     | CDCA2  | COL1A2  | ESCO2  | IGJ      | MASTL   | PLCD4    | SLFN13    | TUBB3     |
| C12orf48 | CDCA3  | COL24A1 | ESPL1  | IL12B    | MEGF10  | PMCH     | SMC2      | UBD       |
| C12orf53 | CDCA5  | COL3A1  | EXO1   | IL1RN    | MELK    | PROX1    | SPAG5     | UBE2C     |
| C12orf75 | CDCA8  | COL5A1  | F7     | IL2RA    | MEX3A   | PRRX2    | SPC24     | UBE2T     |
| C15orf48 | CDK1   | COL5A2  | FAM3B  | ITGAX    | MMP10   | PRUNE2   | SPC25     | UHRF1     |
| C1orf135 | CDKN3  | COL8A1  | FBN1   | ITGB6    | MMP13   | PSRC1    | SPINK1    | VCAN      |
| C1QB     | CENPE  | CPS1    | FBN2   | KIAA0101 | MMP14   | PTGER3   | SPP1      | VSIG4     |
| C1QC     | CENPF  | CPXM1   | FCGR2A | KIAA1199 | MMP2    | RAD51    | STAC2     | WISP1     |
| C1QTNF3  | CENPH  | CRABP1  | FCGR2B | KIAA1524 | MTHFD2  | RAD51AP1 | STIL      | ZRANB3    |
| C1QTNF6  | CENPK  | CRH     | FIGNL1 | KIF11    | MYO5A   | RGS1     | SYT12     | ZWILCH    |
| C2orf40  | CENPM  | CTHRC1  | FMOD   | KIF18B   | NAV3    | RHBDL2   | TFAP2A    |           |

# Supplementary material for: Bleomycin Induces Molecular Changes Directly Relevant to Idiopathic Pulmonary Fibrosis: A Model for “Active” Disease
**Source:** PLoS One. 2013 Apr 2;8(4):e59348. doi: 10.1371/journal.pone.0059348
**Supplement:** Data File S2 — Canonical pathways enriched among the leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667). The canonical pathways, p value of the enrichment of leading edge genes in these pathways, and the leading edge genes contained within the pathways are highlighted in this table.

**Data File S2.** Canonical pathways enriched among the leading edge genes from GSEA of bleomycin-induced gene sets in IPF vs. non-IPF subject comparisons from two clinical cohorts (GSE2052, GSE10667). 

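Among the genes of these pathways those of mitosis, platelet-derived growth factor, integrin and syndecan signaling were higher in bleomycin than in saline mice at day 14. All 21 listed genes of the M Phase pathway were more than 2-fold higher, with a median log2 fold change of 1.29. Aurkb, the Aurora B kinase, had 1.89 (standard error 0.20, adjusted p = 1.64e-13), Cdca8, a partner of that kinase, 1.83 (standard error 0.18, adjusted p = 7.67e-14), and Kif2c, a kinesin that depolymerizes microtubules, 1.81 (standard error 0.22, adjusted p = 4.24e-11). At day 7 20 of these genes were more than 2-fold higher, at day 21 1, Cdc20, and at days 28 and 35 none. All 8 measured genes of the PDGF pathway were more than 2-fold higher at day 14, with Thbs4 at 3.47 (standard error 0.28, adjusted p = 3.19e-17). So were all 6 measured genes of the syndecan-4 pathway and all 8 of the integrin pathway, with Tnc at 2.82 (standard error 0.37, adjusted p = 5.42e-10) and Ibsp, the bone sialoprotein, at 1.57 (standard error 0.26, adjusted p = 2.53e-07). Each entry of the file is a pathway found enriched among the genes of Data File S1, so the same limit holds that the study chose these genes for their increase in these mice. In separate lists written beforehand, 2 of 6 PDGF, 9 of 27 integrin and 3 of 4 syndecan genes were higher at day 14. Lower were 1, 5 and 0. Their mean levels were higher by 0.19, 0.14 and 0.14 (adjusted p = 0.00405, 0.00151 and 0.00609, exact permutation test). Camera passed none of these lists at that day (adjusted p = 0.611, 0.167 and 0.254).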

The canonical pathways, p value of the enrichment of leading edge genes in these pathways, and the leading edge genes contained within the pathways are highlighted in this table.

| Canonical Pathway                                                                                                            | P value     | Leading edge genes within the pathway                                                                                                                                           |
|------------------------------------------------------------------------------------------------------------------------------|-------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 16_M_Phase_- REACTOME                                                                                                        | 1.23E-21    | AURKB,KIF2C,KIF20A,KNTC1,CENPF,CENPE,KIF23,CDC20,BUB1,CDCA8,SPC24,CENPM,SPC25,CENPP,SGOL1,CENPN,CCDC99,CASC5,ZWILCH,CENPH,CENPK                                                 |
| 16_Mitotic_Prometaphase_- REACTOME                                                                                           | 3.55E-19    | AURKB,KIF2C,KNTC1,CENPF,CENPE,CDC20,BUB1,CDCA8,SPC24,CENPM,SPC25,CENPP,SGOL1,CENPN,CCDC99,CASC5,ZWILCH,CENPH,CENPK                                                              |
| 16_Cell_Cycle__Mitotic_- REACTOME                                                                                            | 2.08E-18    | CCNA2,AURKB,UBE2C,KIF2C,CDK1,KIF20A,KNTC1,CENPF,CENPE,KIF23,CDC20,CDC25C,CCNB2,BUB1,CDCA8,SPC24,CENPM,SPC25,AURKA,GINS2,CCNE1,CENPP,SGOL1,CENPN,CCDC99,CASC5,ZWILCH,CENPH,CENPK |
| 16_DNA_Replication_- REACTOME                                                                                                | 5.94E-17    | CCNA2,AURKB,KIF2C,KIF20A,KNTC1,CENPF,CENPE,KIF23,CDC20,BUB1,CDCA8,SPC24,CENPM,SPC25,GINS2,CENPP,SGOL1,CENPN,CCDC99,CASC5,ZWILCH,CENPH,CENPK                                     |
| 16_Mitotic_M_M_G1_phases_- REACTOME                                                                                          | 8.30E-16    | AURKB,KIF2C,KIF20A,KNTC1,CENPF,CENPE,KIF23,CDC20,BUB1,CDCA8,SPC24,CENPM,SPC25,CENPP,SGOL1,CENPN,CCDC99,CASC5,ZWILCH,CENPH,CENPK                                                 |
| 223_Aurora_B_signaling_- NCI_NATURE                                                                                          | 9.13E-12    | AURKB,KIF2C,KIF20A,NCAPG,KIF23,BUB1,CDCA8,AURKA,SGOL1,SMC2                                                                                                                      |
| 18_Polo_like_kinase_signaling_events_in_the_cell_cycle_- NCI_NATURE                                                          | 1.21E-11    | AURKB,CDK1,DLGAP5,KIF20A,CENPE,TPX2,CDC20,CDC25C,BUB1,SPC24,CLSPN,AURKA,CCNE1,SGOL1                                                                                             |
| 18_PLK1_signaling_events_- NCI_NATURE                                                                                        | 9.27E-11    | AURKB,CDK1,DLGAP5,KIF20A,CENPE,TPX2,CDC20,CDC25C,BUB1,SPC24,CLSPN,AURKA,SGOL1                                                                                                   |
| 18_Signaling_by_Aurora_kinases_- NCI_NATURE                                                                                  | 7.00E-10    | AURKB,KIF2C,DLGAP5,KIF20A,NCAPG,TPX2,KIF23,BUB1,CDCA8,AURKA,SGOL1,SMC2                                                                                                          |
| 75_Integrin_cell_surface_interactions_- REACTOME                                                                             | 3.40E-08    | TNC,FBN1,ITGB6,SPP1,COL1A2,LAMA1,IBSP,THBS1,ITGAX,FN1                                                                                                                           |
| 157_Signaling_by_PDGF_- REACTOME                                                                                             | 3.81E-08    | COL5A2,THBS2,PDGFC,SPP1,COL3A1,COL5A1,COL1A2,THBS1,THBS4                                                                                                                        |
| 414_Syndecan_4_mediated_signaling_events_- NCI_NATURE                                                                        | 8.75E-07    | TNC,CXCL12,ADAM12,LAMA1,THBS1,FN1                                                                                                                                               |
| 277_FOXM1_transcription_factor_network_- NCI_NATURE                                                                          | 1.91E-06    | AURKB,CDK1,CENPF,CCNB2,FOXM1,MMP2                                                                                                                                               |
| 154_Chk1_Chk2_Cds1__mediated_inactivation_of_Cyclin_B_Cdk1_complex_- REACTOME                                                | 5.50E-06    | CHEK1,CDK1,CDC25C                                                                                                                                                               |
| 318_Kinesins_- REACTOME                                                                                                      | 9.15E-06    | KIF2C,KIF20A,KIF11,KIF23,KIF22                                                                                                                                                  |
| 4_Cell_Cycle_Checkpoints_- REACTOME                                                                                          | 4.92E-05    | UBE2C,CHEK1,CDK1,CDC20,CDC25C,CCNB2,CLSPN,CCNE1                                                                                                                                 |
| 154_G2_M_DNA_damage_checkpoint_- REACTOME                                                                                    | 7.45E-05    | CHEK1,CDK1,CDC25C                                                                                                                                                               |
| 51_G2_M_Checkpoints_- REACTOME                                                                                               | 0.000102285 | CHEK1,CDK1,CDC25C,CCNB2,CLSPN                                                                                                                                                   |
| 85_Deposition_of_New_CENPA_containing_Nucleosomes_at_the_Centromere_- REACTOME   Nucleosome_assembly_- REACTOME              | 0.00012823  | CENPP,CENPN,CASC5,CENPH,CENPK                                                                                                                                                   |
| 4_APC_C_mediated_degradation_of_cell_cycle_proteins_- REACTOME   Regulation_of_mitotic_cell_cycle_- REACTOME                 | 0.000297569 | CCNA2,AURKB,UBE2C,CDK1,CDC20,AURKA                                                                                                                                              |
| 154_G2_M_DNA_replication_checkpoint_- REACTOME                                                                               | 0.000371886 | CDK1,CCNB2                                                                                                                                                                      |
| 16_Mitotic_Telophase__Cytokinesis_- REACTOME                                                                                 | 0.000371886 | KIF20A,KIF23                                                                                                                                                                    |
| 154_Cyclin_A_B1_associated_events_during_G2_M_transition_- REACTOME                                                          | 0.0004606   | CDK1,CDC25C,CCNB2                                                                                                                                                               |
| 1_Proteoglycan_syndecan_mediated_signaling_events_- NCI_NATURE                                                               | 0.000602167 | IGF1,TNC,CCNA2,CXCL12,VCAN,IL2RA,SPP1,MMP14,ADAM12,GDF15,MMP2,COL1A2,LAMA1,CCNE1,CCNG1,THBS1,FCGR2B,FN1                                                                         |
| 266_E2F_transcription_factor_network_- NCI_NATURE                                                                            | 0.000649008 | CCNA2,CDK1,TK1,E2F7,CCNE1                                                                                                                                                       |
| 377_Regulation_of_Insulin_like_Growth_Factor__IGF_Activity_by_Insulin_like_Growth_Factor_Binding_Proteins__IGFBPs_- REACTOME | 0.000696987 | IGF1,MMP2,PAPPA2                                                                                                                                                                |
| 255_Cyclin_B2_mediated_events_- REACTOME                                                                                     | 0.000738272 | CDC25C,CCNB2                                                                                                                                                                    |
| 30_Hemostasis_- REACTOME                                                                                                     | 0.000814646 | IGF1,KIF2C,KIF20A,F7,KIF11,CENPE,KIF23,KIF22,TIMP1,COL1A2,SLC7A11,THBS1,ITGAX,FN1                                                                                               |
| 124_NCAM_signaling_for_neurite_out_growth_- REACTOME                                                                         | 0.00105806  | CDK1,COL5A2,COL3A1,COL5A1,COL1A2                                                                                                                                                |
| 360_Phosphorylation_of_Emi1_- REACTOME                                                                                       | 0.001221364 | CDK1,CDC20                                                                                                                                                                      |
| 21_APC_C_Cdc20_mediated_degradation_of_Cyclin_B_- REACTOME                                                                   | 0.001372755 | UBE2C,CDK1,CDC20                                                                                                                                                                |
| 124_NCAM1_interactions_- REACTOME                                                                                            | 0.001342411 | COL5A2,COL3A1,COL5A1,COL1A2                                                                                                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

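Lungs of male C57BL6/J mice were taken on days 1 and 2, days 7 and 14, and days 21, 28 and 35 after a single intratracheal dose of bleomycin (2 U/kg) or saline, and RNA of the whole lungs of each mouse was hybridized to 1 Affymetrix Mouse 430 2.0 array. The 111 arrays comprise 14 groups of 8 mice, less 1 saline mouse of day 14 that the authors had removed after a principal component analysis. The authors amplified the RNA, mapped probes to the mouse genome (build not stated), dropped probes with a non-unique or outdated mapping and normalized the rest by RMA. The deposited values, as the authors give them, are on a log2 scale from 2.746 to 14.69, with array medians from 8.614 to 8.731. Each array's highest correlation with another lay between 0.99138 and 0.99684, and 0 arrays were identical.

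Of 32688 probesets, 314 stood for several genes and 4503 for no named gene, and these were left out. Of the 27871 others the one with the highest variance over all arrays was kept for each gene, after the variance filter of the paper, which left 15707 genes. No dim gene was left out and no ortholog was required. A linear model with 1 mean for each of the 14 groups was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings), with contrasts of bleomycin minus saline mice within each day and contrasts between the mean responses of days 1 and 2, days 7 and 14, and days 21, 28 and 35. P values were adjusted over genes by Benjamini and Hochberg within a contrast, and genes with an adjusted p under 0.05 and a fold over 2 were taken as differentially expressed. The standard errors are those of limma.

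Lists of genes, 54 with 3 to 41 measured members, were tested with camera in limma at a preset inter-gene correlation of 0.01 and with an estimated one, adjusted over lists and days, and over lists for the 108 tests between periods. Of these 43 passed at the preset correlation, and 2 with an estimated one, where 17 had an unadjusted p under 0.05. The exact permutation test of the mean log2 level of a list over the mice of a day took every division of the mice into groups of the real sizes, and the smallest p it can give with 8 against 8 mice is 0.000155. Of its 216 calls 136 were also calls of camera, and 13 calls of camera did not pass it. The arrays were clustered by complete linkage of Euclidean distances over the scaled levels of differentially expressed genes, and the tree was divided into 4 clusters. The spread among mice was compared by an exact permutation test of the mean absolute deviation from the group median of a list score.

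The genes named with values are, for each day, the 4 with the largest increase and the 4 with the largest decrease among differentially expressed genes with every bleomycin mouse on the same side of the saline mean, those that the paper names from these arrays, up to 4 members of each list or pathway of a claim in each direction, and up to 4 members of the pathways of Figure 6 and Data File S2. Genes of proteins measured in lavage fluid, genes named beside a count and genes named for a difference between periods (Thbs4, Cxcl3, Fst, Bcat1, Chl1 and Timp1) were chosen after their values were seen. On simulated arrays built from the deposited ones 99 of 100 genes changed 3-fold were taken as differentially expressed with 8 bleomycin and 7 saline mice, 93 of 100 genes changed 1.5-fold passed the adjusted p with none of them over 2-fold, and of the unchanged genes 11 passed the adjusted p and none was also over 2-fold.

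Alternatives were another probeset for a gene or the mean of its probesets, a filter on the 30% dimmest genes, repeated quantile normalization, subtraction of array medians, an ordinary contrast, 1 fit per day, all saline arrays as control, array weights and replicate number as a block, and for the clusters other linkages, distances and numbers. Treatment labels were shuffled within days, or days within treatments, in 100 divisions of the arrays. Left out were the human data sets, the lavage, histology and lung function measurements, and Loxl2 and the gene set for phosphatidylinositol 3-kinase activity, which were not analysed here.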

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

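Tests chosen after the results were seen are those of dilution by other cells, of blood content and of shuffled labels for the exact permutation test, and the exact test itself. Of 126 groups of 7 or 8 mice, each in the mean log2 level of 1 of 8 gene lists or in the correlation of arrays with their group, 12 held a mouse far from the others by Dixon's test, and chance gives about 1 in 20. These mice and their mean levels were mitosis in saline day 14 replicate 3 (8.21), collagens in saline day 7 replicate 3 (9.10), collagens in bleomycin day 21 replicate 4 (8.70) and chemokines in saline day 21 replicate 4 (8.95). The others were chemokines in bleomycin day 28 replicate 8 (9.95), wound healing in bleomycin day 7 replicate 1 (9.83), genes induced by TGFβ in bleomycin day 28 replicate 8 (11.71) and genes induced by TGFβ in bleomycin day 35 replicate 3 (11.72). To these come alternative macrophage activation genes in saline day 1 replicate 3 (8.92), alternative macrophage activation genes in saline day 21 replicate 4 (8.82) and complement genes in saline day 21 replicate 4 (9.93). The median correlation with the other arrays of its group was 0.984 for bleomycin day 35 replicate 3. Without this array the number of differentially expressed genes on any day was 804, and it was 818 with all arrays. Bleomycin day 21 replicate 4 had a median correlation of 0.984 as well. Dixon's test did not set its correlation apart from that group, so it was kept in this fit.

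The response to bleomycin differed between periods for several lists in camera at its preset correlation. Between days 7 and 14 and days 1 and 2 the adjusted p was, for the lists with a higher later response, mitosis 4.36e-41, DNA replication genes 1.13e-16, replication checkpoint genes 0.0068, complement genes 0.0164, MHC class II 0.0379, alternative macrophage activation genes 0.0456, lipid-handling macrophage genes 4.06e-14, transitional epithelium genes 1.15e-06, myofibroblast genes 5.75e-06, collagens 4.4e-07, matrix metalloproteases 0.00754, lysyl oxidases 0.0164 and genes induced by TGFβ 0.00237. For those with a lower one it was interferon response genes 2.72e-10, neutrophil markers 0.0284, NK and cytotoxic markers 4.98e-05, endothelial markers 2.01e-05, genes of the unfolded protein response 0.00328, circadian clock genes 0.0264 and immediate early genes 0.0374. Between days 21 to 35 and days 7 and 14 it was, for the lists with a lower later response, mitosis 4.36e-41, DNA replication genes 1.62e-33, replication checkpoint genes 4.98e-05, p53 targets 0.0355, chemokines 0.0299, wound healing 0.000639, complement genes 0.0239, alternative macrophage activation genes 0.00849, lipid-handling macrophage genes 0.0129, T cell markers 0.00754, transitional epithelium genes 0.000258, myofibroblast genes 2.72e-10, collagens 4.98e-05, lysyl oxidases 0.0013, genes promoting TGFβ signaling 0.0236 and genes induced by TGFβ 3.71e-06. For those with a higher one it was resident alveolar macrophage markers 0.0284, alveolar type II markers 1.02e-08, club and secretory cell markers 0.0266, ciliated cell markers 0.000242, mesothelial markers 0.00457, fatty acid synthesis genes 0.0146 and genes of the unfolded protein response 0.00148. With an estimated correlation DNA replication and replication checkpoint genes held between the later periods (adjusted p = 0.0333 each), and the others did not, among them mitosis (adjusted p = 0.0719 for both comparisons with an estimated correlation).

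Of 27 lists that the paper does not discuss, 20 passed camera on at least 1 day at its preset correlation, and none passed on any day with an estimated one. For each the day with the lowest adjusted p is given, with the number of bleomycin mice whose mean level lay beyond that of every saline mouse in the direction of the list, and last the adjusted p with an estimated correlation. Higher in bleomycin mice were p53 targets at day 1 (median log2 fold change 0.65, 7 of 8, adjusted p = 3.27e-20, and adjusted p = 0.0641), interferon response genes at day 2 (median log2 fold change 1.22, 7 of 8, adjusted p = 1.34e-31, and adjusted p = 0.101) and transitional epithelium genes at day 7 (median log2 fold change 0.61, 8 of 8, adjusted p = 2.27e-09, and adjusted p = 0.205). Also higher were cholesterol synthesis genes at day 2 (median log2 fold change 0.16, 3 of 8, adjusted p = 0.00946, and adjusted p = 0.573), fatty acid synthesis genes at day 21 (median log2 fold change 0.27, 8 of 8, adjusted p = 0.0219, and adjusted p = 0.374) and genes of the unfolded protein response at day 2 (median log2 fold change 0.33, 8 of 8, adjusted p = 8.99e-07, and adjusted p = 0.205). Others higher were NRF2 targets at day 1 (median log2 fold change 0.32, 6 of 8, adjusted p = 0.0136, and adjusted p = 0.462) and immediate early genes at day 2 (median log2 fold change 0.52, 3 of 8, adjusted p = 0.0188, and adjusted p = 0.636). The rise of immediate early genes did not pass the exact permutation test (adjusted p = 0.0922). At day 21 that list passed camera as lower (adjusted p = 0.0228, and adjusted p = 0.645 with an estimated correlation). Lower were NK and cytotoxic markers at day 35 (median log2 fold change -0.78, 8 of 8, adjusted p = 3.47e-08, and adjusted p = 0.241), B cell markers at day 35 (median log2 fold change -0.89, 6 of 8, adjusted p = 8.99e-07, and adjusted p = 0.347) and alveolar type I markers at day 2 (median log2 fold change -0.15, 4 of 8, adjusted p = 0.00642, and adjusted p = 0.614). Also lower were alveolar type II markers at day 7 (median log2 fold change -0.07, 6 of 8, adjusted p = 0.0201, and adjusted p = 0.614), club and secretory cell markers at day 14 (median log2 fold change -0.32, 3 of 8, adjusted p = 0.00977, and adjusted p = 0.573) and ciliated cell markers at day 2 (median log2 fold change -0.32, 6 of 8, adjusted p = 0.000398, and adjusted p = 0.63). The fall of alveolar type I markers at day 2 did not pass the exact permutation test (adjusted p = 0.0763). Nor did the fall of club and secretory cell markers at day 14 (adjusted p = 0.229, exact) or of cardiac muscle genes at day 35 (adjusted p = 0.123, exact). Type I markers passed camera at its preset correlation as higher at days 21 and 28 (adjusted p = 0.0406 and 0.0318). Type II markers did so at day 35 (adjusted p = 0.0295). NK and cytotoxic markers did so at day 2 (adjusted p = 0.0297, and adjusted p = 0.657 with an estimated correlation), where the exact permutation test gave adjusted p = 0.0394. Others lower were endothelial markers at day 21 (median log2 fold change -0.43, 6 of 8, adjusted p = 3.29e-09, and adjusted p = 0.36), resident fibroblast markers at day 2 (median log2 fold change -0.24, 5 of 8, adjusted p = 0.0257, and adjusted p = 0.565) and mesothelial markers at day 14 (median log2 fold change -0.51, 6 of 8, adjusted p = 0.0188, and adjusted p = 0.626). Further lower were cardiac muscle genes at day 35 (median log2 fold change -1.10, 2 of 8, adjusted p = 0.00029, and adjusted p = 0.62), adipose genes at day 14 (median log2 fold change -1.80, 6 of 8, adjusted p = 0.00895, and adjusted p = 0.607) and circadian clock genes at day 14 (median log2 fold change -0.46, 8 of 8, adjusted p = 0.00974, and adjusted p = 0.443).

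Of 14 cardiac muscle genes 4 fell in bleomycin lungs at day 14 (Tnni3, Actc1, Nppa and Ryr2, chosen after their values were seen, 10 adjusted over the list alone), and the list passed camera at its preset correlation (adjusted p = 0.0228, and adjusted p = 0.752 with an estimated correlation). The mean log2 level of all of them differed by -1.04 (standard error 0.58), with 1 of 8 bleomycin mice below every saline mouse (adjusted p = 0.138, exact permutation test), and by -0.98 at day 21 (standard error 0.30), with 7 of 8 (adjusted p = 0.0107, exact), and it was lower on each of the 7 days. Varying amounts of heart tissue taken with the lungs may contribute, since the SD of these genes among saline mice of a day, 0.965 on the log2 scale, was above that of 100% of the other lists, but whether this can lower the mean on every day was not tested. RNA of other cells diluting the resident tissue was left open, since the lowest of the differences of alveolar type I, alveolar type II and resident fibroblast markers, -0.28 (standard error 0.05), was smaller than 50% of the cardiac one but the latter was too imprecise to separate them. That value is of resident fibroblast markers at day 14, where type I and type II markers had 0.10 (standard error 0.07) and -0.13 (standard error 0.04). At day 21 type I and type II markers were higher, by 0.195 (standard error 0.05) and 0.109 (standard error 0.04), which dilution would not give. Resident fibroblast markers were lower there, by 0.27 (standard error 0.07), so these lists went both ways. No biological explanation was tested.

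B cell markers were lower at day 35, with a difference in their mean log2 level of -0.83 (standard error 0.19) and 6 of 8 bleomycin mice below every saline mouse (adjusted p = 0.00448, exact permutation test). Less blood in the lungs was left open, since the 3 genes of red blood cells differed by -0.85 (standard error 0.36, adjusted p = 0.0606, exact), whereas T cell and neutrophil markers differed by -0.15 (standard error 0.09) and 0.30 (standard error 0.28), 2.04 and 2.41 standard errors above 50% of the B cell difference. RNA of other cells diluting the resident tissue could not be told apart, since resident fibroblast markers had -0.21 (standard error 0.07) although alveolar type I and type II markers had 0.10 and 0.12. A loss of B cells from the lungs stays open and was not tested apart from these, with NK and cytotoxic markers at -0.65 (standard error 0.11) and plasma cell genes at 0.94 (standard error 0.24).

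Saline arrays differed between days, with 9344 of 15707 genes past the F test (59.5%), and those of day 1 differed from the other saline arrays in 6682 genes, 21 of them by more than 2-fold. The time of day at which lungs were taken may contribute, since 100% of the circadian clock genes passed, but so did 100% of B cell markers, TIMPs, lysyl oxidases and cholesterol synthesis genes. A response to the saline instillation at day 1 would raise chemokines and acute-phase genes. Their mean log2 levels at day 1 differed from those of days 7 to 35 by -0.26 (standard error 0.06) and -0.09 (standard error 0.06). The medians of the lists differed by -0.15 and -0.04. The lower chemokine level argues against such a response for the chemokines. For acute-phase genes a rise was not seen, but a small one was not ruled out. A batch of arrays by day cannot be told apart from the day itself, because each day held both treatments and no batch is given, so the 9344 genes do not decide it.

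Shuffled labels, in 100 divisions of the arrays with the real one included, exclude chance for the number of differentially expressed genes of each day, since only the real division, 1 of 100, gave as many. The real counts and the highest of the other divisions were 78 and 30 at day 1, 176 and 24 at day 2, 523 and 409 at day 7, 497 and 152 at day 14, 230 and 108 at day 21, 112 and 3 at day 28, and 163 and 1 at day 35. In the division with 409 genes 14 of the 16 arrays of day 7 carried their real treatment or its mirror image. Chance is excluded in the same way for the union over the days (818 and 411), for the calls of a list on a day by camera (149 and 123) and by the exact permutation test (216 and 33), and for genes differing between periods (310 and 46 from days 1 and 2 to days 7 and 14, 133 and 8 from there to days 21 to 35). For the lists that differed between periods 4 of 100 divisions, the real one included, gave as many as the real 43, the highest 47. Chance is therefore less clearly excluded for the number of such lists, which is not large beside it. Among saline arrays shuffled days gave at most 60 genes past the F test, against 9344, which excludes chance there too.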

How the results depend on the processing

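Tests chosen after the results were seen are the exact permutation test of lists, the permuted deviations, the scores without scaling and the fit without arrays set apart from their group. The union of differentially expressed genes was 585 with the dimmest genes left out, 647 with the mean of a gene's probesets, 724 with the probeset of the highest mean, 803 with 1 fit per day, 804 without arrays set apart from their group, 805 with repeated quantile normalization, 809 with array medians subtracted, 816 with an ordinary contrast, 831 with all saline arrays as control, 864 with replicate number as a block and 883 with array weights. Of the other results for counts, lists, clusters and spread, 1195 of the alternative values kept direction and side of the threshold, 99 lost it, 36 gained it, 28 changed direction and 7 moved. For genes in the text the numbers were 1394, 22, 16 and 11. Replicate numbers gave no sign of pairing, since 23 of 55 pairs of a bleomycin and a saline array of the same number had a correlation over 0.1 (median 0.0601, -0.328 to 0.408). Signal over background is not given in the sources used here, so the limit it sets was examined only by leaving out dim genes. With all saline arrays as control the share of differentially expressed genes that were higher was 89.3% at day 1 and 51.3% at day 35, against 75.6% and 62.6%. Values of lists are adjusted p from camera, given for the lists, days and periods of the claims, active minus inflammation compares the response of days 7 and 14 with that of days 1 and 2, and late minus active that of days 21 to 35 with that of days 7 and 14. Apart from the estimated correlation, the cause was not tested.

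With an estimated correlation in camera the adjusted p no longer passed for acute phase 0.205 (day 1), 0.217 (day 2), alternative macrophage activation 0.236 (day 7), 0.382 (day 14), 0.572 (active minus inflammation), 0.399 (late minus active) and chemokines 0.275 (day 1), 0.205 (day 2), 0.443 (day 7), 0.62 (day 14), 0.586 (day 21), 0.665 (day 28), 0.636 (day 35), 0.644 (late minus active). It no longer passed for collagens 0.565 (day 7), 0.238 (day 14), 0.595 (day 35), 0.154 (active minus inflammation), 0.306 (late minus active), complement 0.335 (day 7), 0.275 (day 14), 0.36 (day 21), 0.366 (day 28), 0.311 (day 35), 0.528 (active minus inflammation), 0.566 (late minus active) and cytokines 0.583 (day 1), 0.205 (day 2). Nor did it for DNA replication 0.205 (day 7), 0.205 (day 14), 0.616 (day 21), 0.154 (active minus inflammation), lipid-handling macrophage 0.205 (day 14), 0.153 (active minus inflammation), 0.648 (late minus active) and lysyl oxidases 0.366 (day 7), 0.275 (day 14), 0.352 (active minus inflammation), 0.165 (late minus active). The same held for mitosis 0.236 (day 7), 0.205 (day 14), 0.544 (day 21), 0.747 (day 28), 0.0719 (active minus inflammation), 0.0719 (late minus active), MMPs 0.475 (day 7), 0.205 (day 14), 0.343 (day 35), 0.313 (active minus inflammation) and neutrophil 0.645 (day 2), 0.644 (active minus inflammation). It no longer passed for replication checkpoint 0.205 (day 7), 0.264 (day 14), 0.154 (active minus inflammation), resident alveolar macrophage 0.566 (late minus active) and TGFb positive 0.432 (day 7), 0.264 (day 14), 0.388 (late minus active). Nor did it for TGFb response 0.275 (day 7), 0.264 (day 14), 0.37 (active minus inflammation), 0.154 (late minus active), TIMPs 0.205 (day 2) and wound healing 0.565 (day 1), 0.335 (day 2), 0.335 (day 7), 0.348 (day 14), 0.62 (day 21), 0.62 (day 28), 0.589 (day 35), 0.352 (late minus active). The lists passing by day were 0 in place of 149 and those by phase 2 in place of 43, since a larger correlation widens the spread of a list's mean.

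With all 55 saline arrays as the control of each day, no longer passing were gene list wound healing, day 1 (0.0519), gene list TIMPs, day 2 (0.13), gene list neutrophil, active minus inflammation (0.536) and gene list resident alveolar macrophage, late minus active (0.229). Passing in addition were gene list DNA replication, day 28 (0.0321), gene list collagens, day 28 (0.0376), gene list wound healing, active minus inflammation (0.00196), gene list TGFb positive, active minus inflammation (0.0126), gene list Wnt inhibitors, active minus inflammation (0.0246), gene list MMPs, late minus active (0.0475) and gene list ADAM and ADAMTS, late minus active (0.0175). Opposite in direction were gene list neutrophil, day 1 (0.232), gene list collagens, day 2 (0.78), gene list Wnt ligands and receptors, day 7 (0.994), gene list chemokines, active minus inflammation (0.818), gene list TIMPs, active minus inflammation (0.793), gene list resident alveolar macrophage, active minus inflammation (0.913) and gene list Wnt ligands and receptors, late minus active (0.965). With each array's median subtracted, no longer passing was gene list neutrophil, active minus inflammation (0.0772). Newly past the threshold were gene list wound healing, active minus inflammation (0.0479) and gene list Wnt inhibitors, active minus inflammation (0.0428). Of the opposite direction were gene list Wnt ligands and receptors, day 7 (0.971) and gene list resident alveolar macrophage, active minus inflammation (0.974). With array weights, no longer passing were gene list neutrophil, day 2 (0.085) and gene list wound healing, day 28 (0.0508). Passing in addition were gene list MMPs, day 2 (0.0487), gene list collagens, day 21 (0.019) and gene list wound healing, active minus inflammation (0.0463). Opposite in direction was gene list DNA replication, day 35 (0.604). With the 30% dimmest genes left out, no longer passing were gene list cytokines, day 1 (0.0536), gene list neutrophil, day 2 (0.0502), gene list replication checkpoint, day 7 (0.076), gene list replication checkpoint, day 14 (0.0947), gene list MMPs, day 7 (0.0527), gene list replication checkpoint, active minus inflammation (0.0554), gene list complement, active minus inflammation (0.102), gene list alternative macrophage activation, active minus inflammation (0.0613), gene list complement, late minus active (0.0586) and gene list TGFb positive, late minus active (0.115). Newly past the threshold were gene list ADAM and ADAMTS, day 14 (0.0144) and gene list ADAM and ADAMTS, late minus active (0.035). Of the opposite direction were gene list cytokines, late minus active (0.969) and gene list Wnt ligands and receptors, late minus active (0.969). With the probeset of the highest mean for each gene, no longer passing were gene list chemokines, day 28 (0.0515), gene list TIMPs, day 2 (0.327), gene list alternative macrophage activation, active minus inflammation (0.0623), gene list chemokines, late minus active (0.0843) and gene list TGFb positive, late minus active (0.127). Passing in addition were gene list wound healing, active minus inflammation (0.0287), gene list TGFb positive, active minus inflammation (0.0173) and gene list ADAM and ADAMTS, late minus active (0.0359). Opposite in direction were gene list DNA replication, day 35 (0.891), gene list TGFb negative, day 7 (0.748), gene list TGFb negative, day 14 (0.838), gene list Wnt ligands and receptors, day 7 (0.86), gene list TGFb negative, active minus inflammation (0.516) and gene list TGFb negative, late minus active (0.914). With the mean of a gene's probesets, no longer passing was gene list TIMPs, day 2 (0.0867). Newly past the threshold were gene list wound healing, active minus inflammation (0.0333) and gene list TGFb positive, active minus inflammation (0.0333). Of the opposite direction were gene list DNA replication, day 35 (0.999), gene list Wnt ligands and receptors, day 7 (0.922) and gene list TGFb negative, active minus inflammation (0.933). With 1 fit per day, no longer passing were gene list wound healing, day 21 (0.1) and gene list TIMPs, day 2 (0.0793). Passing in addition were gene list MMPs, day 2 (0.02) and gene list collagens, day 21 (0.0441). Opposite in direction was gene list DNA replication, day 35 (0.99). With a repeated quantile normalization, no longer passing was gene list neutrophil, active minus inflammation (0.0537). Newly past the threshold was gene list wound healing, active minus inflammation (0.0402). With replicate number as a block, passing in addition was gene list wound healing, active minus inflammation (0.0394). Opposite in direction was gene list Wnt ligands and receptors, day 7 (0.998). Genes differing between phases, late minus active, were 87 in number with the mean of a gene's probesets, against 133.

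By the exact permutation test over mice 216 pairs of a list and a day passed, 136 of them also with camera, and 13 passed camera alone. Among the pairs that belong to the claims, passing in addition were MMPs, day 2 (0.000979), lysyl oxidases, day 2 (0.0152), ADAM and ADAMTS, day 14 (0.00151), TIMPs, day 14 (0.000979), TGFb negative, day 7 (0.00643), TGFb negative, day 14 (0.0358) and collagens, day 21 (0.0164). Others of them were Wnt ligands and receptors, day 14 (0.0081), Wnt inhibitors, day 7 (0.00583), Wnt inhibitors, day 14 (0.00203), Wnt targets, day 7 (0.000979), Wnt targets, day 14 (0.000979) and resident alveolar macrophage, day 14 (0.00609). No longer passing among these pairs were neutrophil, day 2 (0.0569) and mitosis, day 28 (0.161), and opposite in direction was Wnt ligands and receptors, day 7 (0.0138). The index for sample clusters against phases was 0.619 with the probeset of the highest mean, 0.514 with dim genes left out, 0.595 with Ward linkage and 0.743 with correlation distance, against 0.299. The difference in deviation was -0.125 in place of a positive value for spread among mice, mitosis, day 1 with the median of members, and -0.0233 for spread among mice, collagens, day 7 with array medians subtracted. Without scaling of the members it was -0.0128 for spread among mice, mitosis, day 1 and -0.0172 for spread among mice, collagens, day 7. Among genes the text names the direction reversed with all 55 saline arrays as the control of each day for Tgfbr1 at day 1 (-0.22). It also did so with the probeset of the highest mean for Smad3 at day 1 (-0.014), Smad2 at day 7 (0.25), Tgfb1 at day 7 (0.37), Smad2 at day 14 (0.24), Smad2 at day 21 (0.28) and Tgfb1 at day 28 (0.039). It also did so with the mean of a gene's probesets for Smad2 at day 7 (0.043), Tgfb1 at day 7 (0.11), Smad2 at day 14 (0.047) and Smad2 at day 21 (0.049).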

Differences from the paper's values

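No test in this part was chosen after the results were seen except the exact permutation test. The number of differentially expressed genes on any day (818, the paper's 730), of genes tested (15707, the paper's 14643) and of arrays (111 in both) lay within a factor of 1.5 of the paper's, and the paper's genes were those with a human ortholog.

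The paper describes Smad2 and Smad3 as higher in the fibrosis phases. Smad2 had a log2 fold change of -0.16 (standard error 0.07, adjusted p = 0.0357) at day 7 and -0.18 (standard error 0.07, adjusted p = 0.0236) at day 21, and Smad3 had 0.07 (standard error 0.07, adjusted p = 0.376) at day 7 and 0.15 (standard error 0.07, adjusted p = 0.0845) at day 28. With the probeset of the highest mean the values for Smad2 at day 7 and Smad2 at day 21 were 0.25 and 0.28, and with the mean of its probesets 0.043 and 0.049. With all saline arrays as control Smad3 at day 7 had 0.18 (adjusted p = 0.00222), and with 1 fit per day Smad3 at day 28 had 0.15 (adjusted p = 0.0256). With the highest-mean probeset the adjusted p was 9.19e-07 for Smad2 at day 7 and 1.89e-07 for Smad2 at day 21. At day 7 Tgfbr1, Tgfbr2 and Smad1 were higher and Smad6 and Smad7 lower, as the paper states. Tgfbr2 was also higher at day 14, at 0.41 (standard error 0.07, adjusted p = 1.79e-06). This did not hold on every later day. Tgfbr2 did not pass the test at day 21. At day 35 only 1 of 10 inhibitors of the signaling was lower, so Smad6 and Smad7 did not both pass as lower there.

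The paper dates the induction of Mmp12 and Mmp19 to day 7 and later. Both were higher there, with Mmp12 at 3.29 (standard error 0.31, adjusted p = 1.08e-13) at day 21, and both had also passed the test at day 2 at 1.41 and 1.04.

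The paper describes Wnt signaling genes as induced in the active phase. Of 35 ligands and receptors 6 were higher and 9 lower at day 7 (camera adjusted p = 0.993), and at day 14 the counts were 7 and 4. In the direction of the paper, the mean of the list was higher by 0.05 (standard error 0.02) at day 7, with 6 of 8 bleomycin mice above every saline mouse (adjusted p = 0.0138, exact), and at day 14 the exact test gave adjusted p = 0.0081. Target genes of Wnt and β-catenin were higher in their mean by 0.16 at day 7 (standard error 0.03), with all 8 bleomycin mice above every saline mouse (adjusted p = 0.000979, exact), also in the direction of the paper, whereas 5 of 13 rose (Ccnd1, Myc, Ccn4, Sp5 and Cd44, the same counts adjusted over the list alone) and 6 fell. Their median log2 fold change was -0.066, against the direction of the mean. The largest increases were those of Ccn4 (1.53) and Myc (1.44). The lists used here are not the paper's gene set. Among 10 secreted inhibitors 2 (Frzb and Sfrp1) rose and 2 (Dkk3 and Wif1) fell at day 7 (3 and 2 adjusted over the list alone), chosen after their values were seen. Wnt5a, Wnt10a and Wnt7b were higher at day 14 and at day 35, as the paper states for several genes.

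The paper states that cell cycle genes as a rule were back at control levels by day 21. Of 41 mitosis genes 37 were higher than in saline mice at that day, with a median log2 fold change of 0.76, which was smaller than 1.45 at day 14, and 3 were higher at day 28 and 2 at day 35. In the direction of the paper, 7 of the 41 were higher by more than 2-fold at day 21, against 34 at day 7 and 34 at day 14. The list still passed camera at day 28 (adjusted p = 0.00115, and adjusted p = 0.747 with an estimated correlation), and at day 35 (adjusted p = 0.431) 2 bleomycin mice lay above and 1 below every saline mouse.

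The paper shows saline arrays apart from the bleomycin arrays in its clustering. With complete linkage they lay in 2 clusters, 27 and 28, with bleomycin arrays in both, and with correlation distance or Ward linkage all 55 saline arrays shared 1 cluster, which also held 5 bleomycin arrays with the former and 14 with the latter.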

Other observations

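The exact permutation test was chosen after the results were seen. Genes that respond to interferon rose most at day 2, 19 of 19 with none lower (19 adjusted over the list alone), Rsad2, an antiviral enzyme, with a log2 fold change of 2.52 (standard error 0.30) and Irf7, a transcription factor of the interferon response, with 2.13 (standard error 0.24). In their mean level 7 of 8 bleomycin mice lay above every saline mouse (adjusted p = 0.00203, exact permutation test), and camera gave adjusted p = 0.101 with an estimated correlation. At day 1 targets of p53, the transcription factor that answers DNA damage, rose in 15 of 19 cases with none lower (16 adjusted over the list alone), Cdkn1a, an inhibitor of the cell cycle, with 2.20 (standard error 0.24) and Eda2r with 2.04 (standard error 0.23) (adjusted p = 0.00203, exact permutation test, adjusted p = 0.0641 for camera with an estimated correlation). On the same day 14 of 41 mitosis genes fell and none rose (15 adjusted over the list alone), and the mean level lay below that of every saline mouse in 8 of 8 bleomycin mice (adjusted p = 0.000979, exact permutation test, adjusted p = 0.698 for camera with an estimated correlation). At day 35 9 p53 targets were higher and 1, Rrm2b, lower (11 and 1 adjusted over the list alone), Cdkn1a with 1.59 (standard error 0.24) (adjusted p = 0.000979, exact permutation test, adjusted p = 0.565 for camera with an estimated correlation). The adjusted p in limma for the genes named with a value was at most 1.96e-07.

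Among genes of the transitional epithelium that arises between alveolar type II and type I cells 12 of 12 rose at day 7 and none fell (12 adjusted over the list alone), Cldn4, a tight junction protein, with a log2 fold change of 2.62 (standard error 0.23, adjusted p = 6.68e-17) (list, adjusted p = 0.000979, exact permutation test, adjusted p = 0.205 for camera with an estimated correlation). Endothelial markers were lower at day 21, 18 of 23 with none higher (18 adjusted over the list alone), Eng, a co-receptor of TGFβ family ligands, with -0.85 (standard error 0.12, adjusted p = 3.39e-08) and Acvrl1, a receptor of the same family, with -0.68 (standard error 0.10, adjusted p = 1.71e-08) (list, adjusted p = 0.0143, exact permutation test, adjusted p = 0.36 for camera with an estimated correlation). Circadian clock genes were lower at day 14, 10 of 14 with none higher (adjusted over the list alone 10, with 1, Arntl, higher), the clock repressor Nr1d1 with -0.87 (standard error 0.15, adjusted p = 9.27e-07) (list, adjusted p = 0.00151, exact permutation test, adjusted p = 0.443 for camera with an estimated correlation). So were 6 of 7 adipose genes with none higher (7 adjusted over the list alone), the adipokine gene Adipoq with -3.02 (standard error 0.80, adjusted p = 0.00123) (list, adjusted p = 0.00405, exact permutation test, adjusted p = 0.607 for camera with an estimated correlation), and the SD of these genes among saline mice of a day, 0.9 on the log2 scale, was the highest of all lists after that of cardiac muscle genes. Chaperones and other genes of the unfolded protein response rose in 10 of 15 cases at day 2, with 1, Herpud1, lower (10 and 1 adjusted over the list alone), Sdf2l1 with 1.08 (standard error 0.14, adjusted p = 1.53e-09) (list, adjusted p = 0.000979, exact permutation test, adjusted p = 0.205 for camera with an estimated correlation). Rrm2b, Arntl and Herpud1 were chosen after their values were seen.

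Genes of the proteins whose lavage levels the paper plots in Figure S7 were examined in the lung arrays, with adjusted p from limma. Genes of the cytokines that it lists as without measurable change were not examined in this comparison. Among those cytokines is IL-1β, whose gene Il1b had a log2 fold change of 1.35 at day 2 (standard error 0.37, adjusted p = 0.00319). Cxcl1 had a log2 fold change of 2.88 (standard error 0.44, adjusted p = 3.91e-07) at day 1 and 0.81 (standard error 0.44, adjusted p = 0.169) at day 35, and Ccl17 had 1.07 (standard error 0.22, adjusted p = 8.48e-05) at day 2 and 1.07 (standard error 0.22, adjusted p = 9.39e-05) at day 35. Il12b had 1.29 (standard error 0.19, adjusted p = 1.75e-08) at day 7, whereas Il12a had -0.45 (standard error 0.15, adjusted p = 0.0199) at day 1. Il16 had -0.29 (standard error 0.09, adjusted p = 0.00679) at day 7, and Tgfb1 had -0.15 (standard error 0.08, adjusted p = 0.122) at day 7 and -0.31 (standard error 0.08, adjusted p = 0.00242) at day 28, where the probeset of the highest mean gave 0.37 and 0.039 for Tgfb1 at day 7 and Tgfb1 at day 28.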
